# Enhancing Skeletal Muscle Fiber Type Transition Through Substrate Coating Alteration in Myoblast Cell Culture

**DOI:** 10.3390/ijms26125637

**Published:** 2025-06-12

**Authors:** Yhusi Karina Riskawati, Chuang-Yu Lin, Akira Niwa, Hsi Chang

**Keywords:** Collagen I, Fibronectin, Geltrex™, C2C12 differentiation, muscle fiber type, transcriptomic

## Abstract

Skeletal muscle diseases often exhibit fiber-type-specific characteristics and pose substantial clinical challenges, necessitating innovative therapies. The extracellular matrix (ECM) plays a pivotal role in muscle physiology and regeneration, influencing cell differentiation. However, its specific role and mechanisms influencing muscle fiber type specification remain insufficiently understood. In this study, C2C12^GFP^ myoblasts were differentiated into myofibers on plates coated with fibronectin, Collagen I, and Geltrex™. Differentiation occurred successfully across all ECM substrates, resulting in myofiber formation. Quantitative polymerase chain reaction (qPCR) analysis confirmed myogenic marker expression patterns, indicating decreased *Pax7* and increased *Myog* levels by day 7. Protein analysis through Western blot and immunofluorescence assays along with transcriptomic profiling through RNA sequencing consistently indicated that Collagen I promoted slow-type fibers development, as evidenced by increased slow myofiber protein expression and the upregulation of slow fiber-associated genes, potentially mediated by pathways involving calcineurin/NFAT, MEF2, MYOD, AMPK, PI3K/AKT, and ERK1. In contrast, fibronectin and Geltrex™ led to fast-type fiber development, with elevated fast-type fiber protein levels and upregulation of fast fiber-associated genes, possibly through activation of HIF1A, FOXO1, NFKB, and ERK2. These findings elucidate ECM-mediated muscle fiber type differentiation mechanisms, informing future targeted therapies for muscle regeneration.

## 1. Introduction

Skeletal muscle diseases, including Duchenne muscular dystrophy (DMD), sarcopenia, and injuries resulting in volumetric muscle loss, often affect specific muscle fiber types [1], leading to impaired mobility and significant challenges in patient quality of life due to their progressive nature. Current treatments are primarily focused on managing symptoms rather than addressing the underlying causes of muscle degeneration [2], indicating a need for therapeutic strategies aimed at restoring muscle mass and function.

Leveraging the ECM, such as Collagen I and fibronectin, which plays a key role in muscle physiology and regeneration, has been identified as a promising approach to addressing these underlying causes of muscle degeneration [3,4,5]. The ECM provides essential structural support and regulates cellular functions, such as adhesion, proliferation, and differentiation in muscle tissue. Primarily composed of laminin, fibronectin, and collagen, the ECM is critical for maintaining muscle integrity and facilitating repair. Studies have indicated that ECM components influence muscle cell behavior, enhancing differentiation and tissue regeneration by replicating the natural cellular environment [6,7]. These findings highlight the potential of ECM-based therapies in improving outcomes in patients with muscle degenerative diseases and volumetric muscle loss injuries [5].

Studies have demonstrated that ECM coatings significantly influence muscle cell differentiation. For example, poly (L-lactic acid) (PLLA) fibers coated with ECM proteins were reported to enhance myoblast differentiation into myofibers, with cells expressing muscle markers such as myosin and alpha-actinin [8]. Additionally, muscle-derived ECM coatings on sinusoidal wavy surfaces have been demonstrated to promote myogenic differentiation by providing both biochemical cues and contact guidance [9,10]. Although the aforementioned studies have suggested that ECM coatings can replicate in vivo conditions to promote muscle differentiation, a gap remains in the understanding of the specific effects of various ECM coatings on muscle fiber type differentiation in vitro. Skeletal muscle is composed of two primary fiber types: fast-twitch (Type II) and slow-twitch (Type I). Type II fibers, characterized by rapid contraction and a high glycolytic capacity, are essential for rapid, powerful movements. By contrast, Type I fibers, which have high oxidative capacity, are crucial for sustained, repetitive activities [11].

In this study, we hypothesized that modifying ECM coatings would promote the differentiation of skeletal muscle fibers into specific types in C2C12 myoblast cultures. We systematically investigated the effects of various ECM coatings on myoblast differentiation to identify conditions that promoted targeted muscle fiber type specification. The findings could inform the development of therapeutic strategies for muscle regeneration.

The composition of the ECM plays a crucial role in muscle engineering and may influence fiber type specification. Collagen-type I hydrogels were among the earliest ECM components used in 3D-engineered muscle tissues, highlighting the importance of ECM composition in muscle engineering applications [12]. Lloyd et al. [13] revealed that the ECM composition varies between muscle fiber types, with slow-twitch fibers having higher collagen content than fast-twitch fibers. This variation underscores the potential influence of ECM composition on fiber type specification.

Duffy et al. [14] investigated the uniaxial alignment of human skeletal muscle cells on polydimethylsiloxane (PDMS) surfaces coated with various ECM proteins and revealed that Matrigel-coated surfaces yielded the most differentiated myotubes, although the researchers did not distinguish specific fiber types. Additionally, Ebrahimi et al. [15] demonstrated that collagen-coated dishes in a 3D culture model of DMD skeletal muscle could reverse the dystrophic phenotype, highlighting the relevance of ECM components in muscle disease modeling.

The present study focused on three specific ECM components: Collagen I, fibronectin, and Geltrex^TM^. Collagen I plays a fundamental role in muscle tissue engineering applications [12]. Han et al. [16] demonstrated that Fibronectin contains specific integrin-binding sites that modulate myoblast behavior. Geltrex™, a complex ECM mixture similar to Matrigel^®^, provides a diverse array of ECM components that may influence muscle cell differentiation and fiber type specification [14].

This study investigated the effects of various ECM components on the differentiation of C2C12^GFP^ myoblasts into fast- and slow-type muscle fibers. Experiments were conducted to analyze the temporal expression patterns of myogenic regulatory factors, fiber type-specific proteins, and gene expression profiles to identify ECM types that promote specific muscle fiber type transitions. The study findings help to provide a deeper understanding of the role of the ECM in muscle differentiation; the findings have potential applications for muscle regeneration and tissue engineering. This study offers insights that can help with treating conditions involving fast-type muscle degeneration, such as in DMD, sarcopenia-related atrophy, and fiber-type shift from oxidative to glycolytic in the lower limbs of patients with chronic obstructive pulmonary disease (COPD) [1,17].

## 2. Results

### 2.1. Collagen I, Fibronectin, and Geltrex™ Induced Myogenic Differentiation Comparable to the Control Condition

As indicated in Figure 1a, C2C12^GFP^ cells subjected to control, Collagen I, fibronectin, and Geltrex™ conditions were successfully differentiated by day 7. Under each condition, the cells exhibited early signs of elongation from day 3, with significant increases in density observed by days 5 and 7, as evidenced by strong GFP fluorescence, which indicates active myogenesis. These findings underscore the inherent capacity of C2C12^GFP^ cells to undergo myogenic differentiation leading to the formation of mature myofibers under all tested conditions.

These observations were further confirmed through qPCR analysis, which revealed that all substrates effectively supported the differentiation of C2C12^GFP^ cells, with differentiation comparable to that of the control condition. This was evidenced by the differential expression of key myogenic markers—*Pax7*, *Myf5*, *Myod*, *Mrf4*, and *Myog*—at specific differentiation time points (Figure 1b(i–xx)). As depicted in Figure 1b(i), the control condition facilitated myogenic differentiation, as evidenced by the upregulation of *Mrf4* and *Myog* and a decrease in *Pax7* by day 7. Additionally, Collagen I, fibronectin, and Geltrex™ enhanced the expression of these markers from the early stages of differentiation, shown in Figure 1b(vi,xi,xvi). By the end of the experiments, all conditions yielded a significant reduction in *Pax7*, indicating a transition from proliferation to differentiation, along with a marked increase in *Mrf4* and *Myog* levels, illustrated in Figure 1b(v,x,xv,xx), underscoring the maturation of myotubes into myofibers.

### 2.2. Collagen I Enhanced Slow Myofibers Protein Expression, Whereas Fibronectin and Geltrex™ Favored Fast Myofibers Protein Expression

Figure 2a–c depicts the protein expression dynamics of fast and slow myofiber types in C2C12 cells cultured on various extracellular matrix coatings—control, Collagen I, fibronectin, and Geltrex™—during the late stages of differentiation. A Western blot analysis revealed distinct expression patterns for both fast and slow myofiber protein types across these conditions. In the control condition, a balanced ratio of 1:1 was maintained between fast- and slow-type proteins. By contrast, under the Collagen I condition, a reduced ratio of 0.7:1 was noted, indicating a predominance of the expression of slow-type proteins. Fibronectin significantly favored the expression of fast-type proteins, resulting in a fast/slow ratio of 3:1. Similarly, Geltrex™ demonstrated a fast/slow ratio of 3.1:1, which promoted the differentiation of fast-type muscle fiber.

An immunofluorescence analysis (Figure 2d,e) was conducted to visualize the expression of MyHC isoforms in myofibers at advanced differentiation stages; the quantification is presented in Figure 2f. Fast MyHC expression was significantly higher in the Geltrex™ condition relative to the control condition, whereas a subtle decrease was observed in fibronectin, indicating a robust development of fast-twitch muscle fibers. By contrast, Collagen I demonstrated a less pronounced increase in fast MyHC expression. For slow MyHC expression, Collagen I markedly enhanced the myofibers count, thereby supporting the development of slow-twitch muscle fibers. This contrasted with the more moderate increases observed with fibronectin and the marked decrease observed with Geltrex™. The fast/slow MyHC ratio was the highest in the Geltrex™ condition, followed by the fibronectin condition, and the lowest ratio was observed in the Collagen I condition. Collectively, these findings indicate that both fibronectin and Geltrex™ favor the differentiation of fast-type myofibers.

### 2.3. Collagen I Enhanced Slow Fiber Type Gene Expression, Whereas Fibronectin and Geltrex™ Increased Fast Fiber Type Gene Expression

An RNA-seq analysis was conducted that revealed 29,301 annotated transcripts. 

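RNA was taken from C2C12 GFP cells, mouse myoblasts that express green fluorescent protein, on uncoated plates (control) and on plates coated with Collagen I, fibronectin, or Geltrex™. Each of the 4 groups had 3 samples, giving 12 samples in all. Collagen I and fibronectin were each applied at 5 µg/cm², and Geltrex™ is a basement membrane matrix applied as a thin gel. The paper's text does not name the day of differentiation at which the RNA for sequencing was taken. The authors trimmed the paired reads with Trimmomatic, aligned them with HISAT2, and counted them on genes with featureCounts, and they deposited the read counts per gene and sample without normalization. The paper's text does not state the genome build, the annotation release, or whether counting used the strand. The table lists 55536 mouse genes by Ensembl identifier, of which 29301 had a count in 1 or more samples and 15638 in every sample.

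The counts on genes added up to between 23812461 and 27334546 per sample in the control (median 24147733), between 22598438 and 26231581 on Collagen I (median 23339363), between 24614474 and 27351766 on fibronectin (median 25734771), and between 22520404 and 24477732 on Geltrex™ (median 23574363). These totals amount to 78.4% to 84.4% of the clean read pairs that the paper lists in Table S2, and the values reported here use the counts. The counts were normalized by edgeR's TMM method and are given as CPM (counts scaled to library size), as the mean ± SD of 3 samples. All samples entered 1 fit of edgeR's quasi-likelihood test over the 14499 genes that passed a filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. A DEG is a gene with an adjusted p of at most 0.05 and a fold change of at least 2, the threshold that the paper gives for its KEGG analysis. Log2 fold changes are Collagen I relative to the group named unless another pair is given. The filter, the normalization, and the samples that enter the fit could all change these numbers.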

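Of the 30 slow fiber genes drawn in Fig. 3a, 27 passed the filter on low counts, while *Myl3*, *Myot*, and *Dsp* had at most 4 counts in any sample and were not tested. All 15 fast fiber genes of the figure were tested. The paper describes the genes of this figure as including metabolic regulators as well as contractile proteins. The median of a list is therefore not a measure of contractile genes alone. The mean CPM was highest on Collagen I for 24 of the 27 slow genes and in the control for 3. It was lowest on fibronectin for 20 slow genes and on Geltrex™ for 7. Among the fast genes, 7 were highest on Geltrex™, 4 on fibronectin, 2 on Collagen I, and 2 in the control, while 7 were lowest on Collagen I, 5 in the control, 2 on fibronectin, and 1 on Geltrex™.

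Relative to the control, no slow gene of the figure differed on Collagen I at an adjusted p of 0.05 over all genes tested. At an unadjusted p under 0.05, 9 differed, and 2 passed when the adjustment covered the 27 genes alone. Their log2 fold changes on Collagen I over the control ran from -0.19 to 0.90. On fibronectin, 22 slow genes were lower than in the control (25 with adjustment over the list alone), and on Geltrex™ 21 were lower under either adjustment. No fast gene of the figure differed between Collagen I and the control, with 5 at an unadjusted p under 0.05. Fibronectin had 4 fast genes higher and 2 lower than the control under either adjustment. Geltrex™ had 6 higher and 2 lower (8 and 2 with adjustment over the list alone).

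The paper shows the lists of Fig. 3a with these same samples, and its text does not state how it chose them. Tests of these lists on the same counts cannot be taken as independent of the figure. The slow genes were also tested together with limma's camera, which compares a set of genes with all other genes. Their median log2 fold change was 0.073 on Collagen I over the control (adjusted p = 0.000224, and 0.068 with the replicate number as a block), -1.67 on fibronectin over the control (adjusted p = 4.03e-43, and -1.68 with the block), and -1.41 on Geltrex™ over the control (adjusted p = 4.42e-27, and -1.41 with the block). With the correlation between genes estimated from the data, the adjusted p for Collagen I against the control rose to 0.289, and with fry, a rotation test, to 0.0939. The fast genes as a set did not pass the threshold against the control in this test, with medians of -0.069 on Collagen I (adjusted p = 0.127, and -0.071 with the block), 0.17 on fibronectin (adjusted p = 0.63, and 0.17 with the block), and 0.29 on Geltrex™ (adjusted p = 0.115, and 0.30 with the block). They passed the threshold on Collagen I and Geltrex™ with DESeq2 (adjusted p = 0.00876 and 0.0167) and without a filter on low counts (0.0476 and 0.0133), on Geltrex™ with fry (0.00722), and on Collagen I without control replicate 3 (0.0342). The deviations of same-numbered samples from their group means gave little sign of pairing with the control, with mean correlations of -0.002 for Collagen I, -0.047 for fibronectin, and 0.007 for Geltrex™.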

The expression patterns of muscle fiber type-specific genes, including contractile proteins and metabolic regulators, were compared across the control, Collagen I, fibronectin, and Geltrex™ conditions (Figure 3a). Key genes, such as *Hif1α*, *Pgc1α*, and *Myh7*, were validated through qPCR, and the results are presented in Figure 3b.

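*Fyn*, a fast fiber-associated gene, stood at 154 ± 16.6 CPM (SD, n = 3) on Collagen I, 216 ± 13.2 CPM on fibronectin, and 191 ± 4.30 CPM on Geltrex™. Its log2 fold change was -0.49 against fibronectin (SE 0.088, adjusted p = 0.000436 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.31 against Geltrex™ (SE 0.088, adjusted p = 0.012). The second difference did not pass the threshold with the GC content of the libraries as a covariate (adjusted p = 0.0515). *Hif1a* was at 194 ± 32.1 CPM on Collagen I, 365 ± 56.2 CPM on fibronectin, and 312 ± 4.11 CPM on Geltrex™, with log2 fold changes of -0.91 (SE 0.13, adjusted p = 6.82e-05) and -0.69 (SE 0.13, adjusted p = 0.000875). *Hk2* had 93.4 ± 5.15 CPM on Collagen I, 101 ± 9.44 CPM on fibronectin, and 106 ± 2.00 CPM on Geltrex™, and neither difference passed the threshold (log2 fold changes -0.11 and -0.18, adjusted p = 0.347 and 0.119). *Synm* was counted at only 1.76 ± 0.397, 2.32 ± 0.183, and 1.99 ± 0.0769 CPM, and its log2 fold changes of -0.40 and -0.18 did not pass either (adjusted p = 0.233 and 0.637).

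Among the slow fiber-associated genes, *Myh7* (ENSMUSG00000053093) lies on chromosome 14 of GRCm38 from 54970684 to 54994626 and encodes the slow myosin heavy chain. It stood at 36.7 ± 7.29 CPM (SD, n = 3) on Collagen I, 10.2 ± 1.73 CPM on fibronectin, and 10.0 ± 1.20 CPM on Geltrex™. Its log2 fold change was 1.85 against fibronectin (SE 0.17, adjusted p = 7.64e-07 from the same test) and 1.87 against Geltrex™ (SE 0.17, adjusted p = 6.43e-07). *Myh6*, its neighbor and paralog, with which the counting could have split reads, was higher by 2.48 and 2.35 on the log2 scale (adjusted p = 8.68e-06 and 1.54e-05). *Myl2* was higher by 2.92 and 3.08 (adjusted p = 1.45e-09 and 1.02e-09). *Ppargc1a*, at 3.94 ± 1.23 CPM on Collagen I, was higher by 1.06 (SE 0.24, adjusted p = 0.00247) and 1.38 (SE 0.25, adjusted p = 0.000509). For each of these 4 genes, every Collagen I sample was above every fibronectin and Geltrex™ sample. By chance, 3 samples lie wholly above or wholly below 3 others in 10% of comparisons.

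Relative to the control, at 27.1 ± 5.23 CPM, *Myh7* on Collagen I was higher by 0.44 (SE 0.16, adjusted p = 0.212), which did not pass the threshold. The corresponding log2 fold changes were 0.74 for *Myh6* (adjusted p = 0.175), 0.0027 for *Myl2* (adjusted p = 0.99), and 0.90 for *Ppargc1a* (adjusted p = 0.0752). Without a filter on low counts, *Myh7* and *Ppargc1a* passed it (adjusted p = 0.0114 and 0.00515), and *Ppargc1a* also passed it with DESeq2 (adjusted p = 0.0425). With the replicate number as a block, the log2 fold changes of the genes named in the comparison with fibronectin moved by at most 0.0792, with Geltrex™ by at most 0.079, and with the control by at most 0.0215.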

The expression levels of fast fiber-associated genes, such as *Fyn*, *Hk2*, *Synm*, and *Hif1α*, were increased in the fibronectin and Geltrex™ groups, whereas the expression levels of slow fiber-associated genes, such as *Myh7*, *Myh6*, *Myl2*, and *Ppargc1a*, were increased in the Collagen I group. Notably, the fast fiber genes were downregulated in the Collagen I condition, whereas the slow fiber genes were suppressed in the fibronectin and Geltrex™ conditions. However, qPCR revealed nuanced patterns for *Hif1α* which were not significantly elevated in fibronectin/Geltrex™, though still significantly suppressed in Collagen I. These collective findings indicate that Collagen I promotes slow fiber gene expression while concurrently reducing fast fiber expression whereas fibronectin and Geltrex™ favor the opposite effect, despite variation in individual gene responses.

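Relative to fibronectin, all 27 tested slow genes of Fig. 3a were higher on Collagen I at an adjusted p of 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes or over the list alone, and 19 of them were DEGs. Their log2 fold changes ran from 0.23 to 3.25. Relative to Geltrex™, 23 were higher (24 with adjustment over the list alone), 18 of them DEGs, with log2 fold changes from 0.030 to 3.08. Of the 15 fast genes, 5 were lower and 2 higher on Collagen I than on fibronectin (6 and 2 over the list alone). Relative to Geltrex™, 10 were lower and 1 higher under either adjustment. The fast gene that was higher on Collagen I in both comparisons was *Myh4*, which encodes a fast myosin heavy chain and has close paralogs, with log2 fold changes of 1.41 (SE 0.19, adjusted p = 2.74e-05) and 1.70 (SE 0.19, adjusted p = 5.30e-06). *Actn3* was higher by 0.48 on Collagen I than on fibronectin (adjusted p = 5.90e-05) and did not differ from Geltrex™ (adjusted p = 0.912).

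In camera's test of whole sets, the slow genes had a median log2 fold change of 1.77 against fibronectin (adjusted p = 1.95e-40, and 1.78 with the replicate block) and 1.40 against Geltrex™ (adjusted p = 7.93e-33, and 1.40 with the block). The fast genes had a median of -0.19 against fibronectin, which did not pass the threshold (adjusted p = 0.298, and -0.19 and 0.269 with the block), and -0.36 against Geltrex™ (adjusted p = 0.0259, and -0.37 and 0.0216 with the block). The alternative that moved these results most was the estimated correlation between genes, under which the slow genes still passed (adjusted p = 0.00227 and 0.00402) and the fast genes passed in neither comparison (adjusted p = 0.585 and 0.289). They did not pass against Geltrex™ with the GC content of the libraries as a covariate either (adjusted p = 0.0584). With fry in place of camera, the fast genes passed against fibronectin (adjusted p = 0.0294). Both lists come from a figure of these same samples, so these set tests are not independent of that figure. Samples with the same replicate number on Collagen I and fibronectin deviated from their group means with a mean correlation of 0.147, against -0.073 for different numbers. For Collagen I and Geltrex™ the values were -0.021 and 0.011. The value for different numbers is no separate reference. Deviations from a group's own mean cancel out, which ties it to the value for the same number.

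A separate list of sarcomere and calcium-handling genes split by isoform gave a slow set of 12 tested genes and a fast set of 13, the latter with *Myh1*, *Myh2*, *Tnnt3*, and *Atp2a1*. The slow set had medians of 1.93 against fibronectin (adjusted p = 1.47e-32, and 1.93 with the block) and 1.71 against Geltrex™ (adjusted p = 1.03e-29, and 1.70 with the block). The fast set was also higher on Collagen I, with medians of 1.96 (adjusted p = 2.26e-24, and 1.97 with the block) and 1.28 (adjusted p = 3.67e-16, and 1.28 with the block). All 13 fast genes of this set were higher than on fibronectin and 12 higher than on Geltrex™ as single genes.

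**Figure D1:**
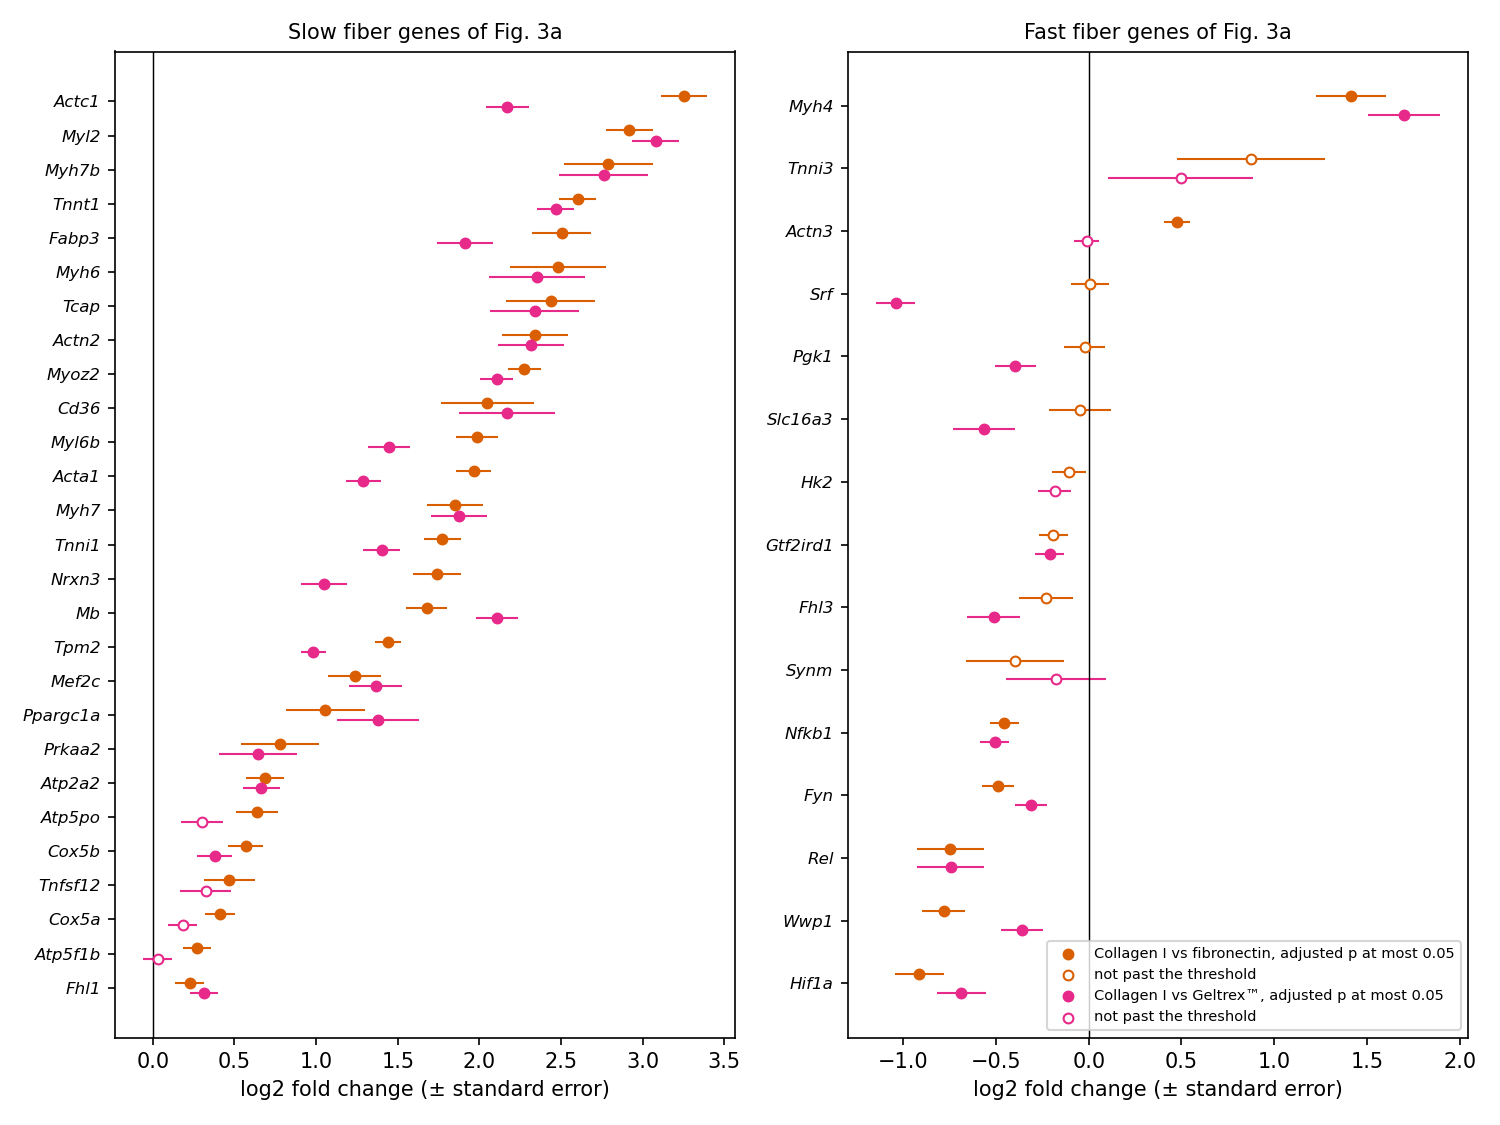
Log2 fold change with its standard error for each tested slow (left) and fast (right) fiber gene of Fig. 3a, Collagen I against fibronectin in orange and against Geltrex™ in pink, with filled points at an adjusted p of at most 0.05. All 27 slow genes lie right of 0 in both comparisons, while the fast genes lie on both sides, from -0.91 to 1.41 against fibronectin and from -1.04 to 1.70 against Geltrex™.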

### 2.4. Pathways and Key Regulators Potentially Involved in Slow Fiber Transition on the Collagen I Coating and Fast Fiber Transition on the Fibronectin and Geltrex™ Coatings

To elucidate the pathways responsible for the observed fiber type transitions, we analyzed the DEGs between the Collagen I, fibronectin, and Geltrex™ coatings. A DEG analysis was used to compare Collagen I with fibronectin and Geltrex™ to examine the transition to the slow fiber type associated with Collagen I. In addition, an analysis was conducted of the DEGs between fibronectin/Geltrex™ and Collagen I that was focused on the identification of pathways associated with the transition to the fast fiber type in the fibronectin and Geltrex™ conditions. 

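With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1226 genes were DEGs between Collagen I and fibronectin, of which 704 were higher on Collagen I and 522 lower. Between Collagen I and Geltrex™, 1352 genes were DEGs, 691 higher and 661 lower. A total of 699 genes were DEGs in both comparisons, 687 of them in the same direction. Both comparisons use the same Collagen I samples, which by itself favors the same direction. With DESeq2 in place of edgeR, the numbers were 1277 (1132 of them shared with edgeR's) and 1393 (1254 shared). Apart from the thresholds themselves, the filter on low counts moved the numbers most. Over the 12486 genes with at least 10 counts in every sample, 790 and 855 were DEGs, and the share that was higher on Collagen I than on fibronectin changed from 57.4% to 50.0%. The threshold moved this share further, to 73.8% at a log2 fold change of at least 2 and 49.1% with no fold change minimum. With the replicate number as a block, 1240 genes were DEGs against fibronectin (1207 shared with the fit without the block) and 1351 against Geltrex™ (1318 shared). The correlations of the same-numbered Collagen I and fibronectin samples behind that block were 0.047, 0.169, and 0.225. Leaving out 1 sample at a time gave 1058 to 1445 DEGs against fibronectin and 1239 to 1378 against Geltrex™. With the 3 Geltrex™ samples summed into 1, chosen after seeing that they differed little, which leaves 1 sample in that group and so lowers the number of genes that can pass, 998 genes were DEGs against Geltrex™, 43.9% of them higher on Collagen I compared with 51.1% before.

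The control gave a reference for both comparisons. Collagen I and the control differed in 19 DEGs, 3 higher and 16 lower on Collagen I. Fibronectin and the control differed in 965 (351 higher, 614 lower) and Geltrex™ and the control in 1325 (602 higher, 723 lower). With the block these numbers were 18, 969, and 1325. The excess of lower genes on fibronectin depended on the fold change minimum. The share higher than in the control was 36.4% here, 53.8% with no minimum, and 12.9% at a log2 fold change of at least 2. For Geltrex™ these shares were 45.4%, 49.6%, and 44.6%. Of the DEGs between Collagen I and fibronectin, 764 were also DEGs between fibronectin and the control, and for 763 of these fibronectin differed from Collagen I and from the control in the same direction. For Geltrex™ this held for 973 of 973 shared DEGs. The paired comparisons use the same fibronectin or Geltrex™ samples, which by itself favors the same direction. These counts are therefore not independent evidence of a shared direction.

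Among DEGs whose groups did not overlap and whose mean was at least 1 CPM, the lowest log2 fold changes against fibronectin were those of *Bcat1* (-3.64, SE 0.14, adjusted p = 5.74e-10), *E2f7* (-2.87), *Acsbg1* (-2.72), *Knl1* (-2.64), and *Brip1* (-2.60). The highest were those of *Ppp1r3a* (3.54), *B230362B09Rik* (3.71), *Tm6sf1* (3.97), *Gm43343* (3.99), and *Gm19817* (4.11), of which *Tm6sf1* shares 20.6% of its exon sequence with *Hdgfl3* on the opposite strand. Several of these sizes depended on single samples. Leaving out 1 sample gave 2.745 to 4.22 for *B230362B09Rik*, 3.27 to 4.92 for *Gm43343*, and 3.25 to 5.06 for *Gm19817*. Against Geltrex™, *C3* had a log2 fold change of -8.77 (SE 0.20, adjusted p = 8.58e-14), at 0.842 ± 0.390 CPM on Collagen I and 361 ± 40.5 CPM on Geltrex™. *Oas2*, *Ifi44*, *Oas1a*, and *Iigp1* had at most 3 counts in any Collagen I sample, so their folds are bounds, and they were lower on Collagen I by at least 48.3-fold, 61.7-fold, 20.6-fold, and 48.3-fold. The highest were *5430431A17Rik* (2.80), *Tm6sf1* (2.93), *Myl2*, *Gm28653* (3.20), and *B230362B09Rik*, which had at most 2 counts on Geltrex™ and was at least 15.1-fold higher on Collagen I.

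**Figure D2:**
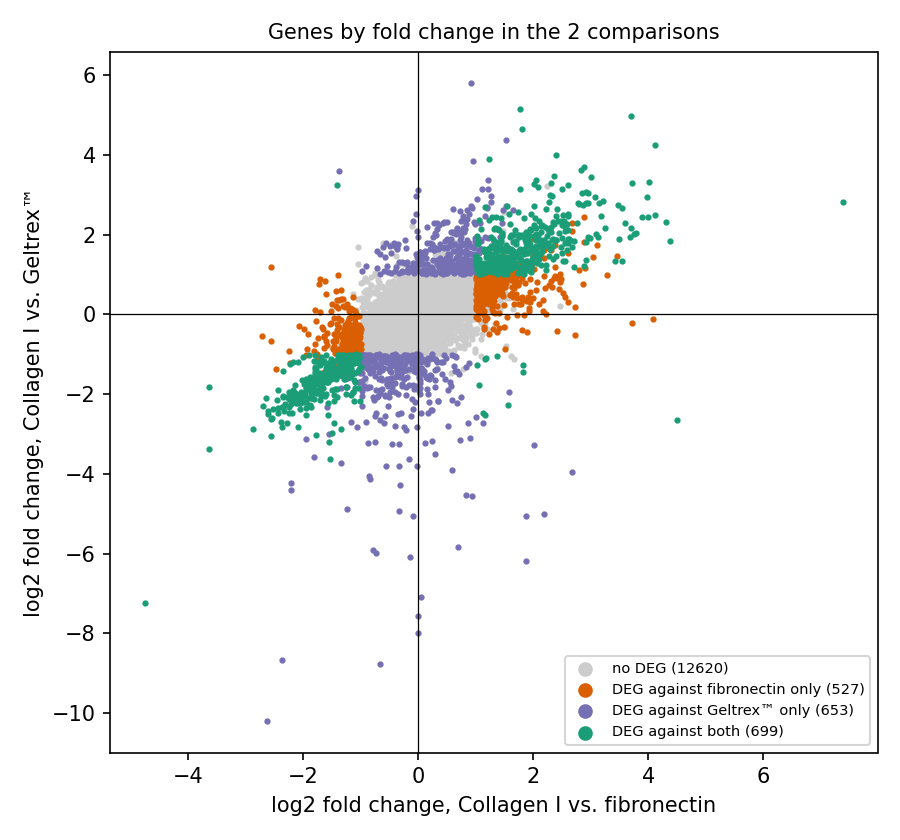
Log2 fold change of every tested gene on Collagen I against fibronectin (horizontal) and against Geltrex™ (vertical), with 1 point per gene colored by the comparison in which it was a DEG. The 699 DEGs of both comparisons lie mostly along the diagonal, 527 were DEGs against fibronectin only and 653 against Geltrex™ only, and a group of genes lies far below 0 on the vertical axis alone.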

A total of 1225 DEGs were identified in the comparison of Collagen I versus fibronectin, and 1343 DEGs were identified in the comparison between Collagen I versus Geltrex™.

MetaCore pathway analysis was employed to develop a specific pathway map, presented in Supplementary Figure S2 that indicated a transition from an oxidative to a glycolytic muscle fiber phenotype in the quadriceps muscles of patients with COPD. Notably, the gene expression data associated with Collagen I revealed an inverse pattern to this pathway, whereas the fibronectin and Geltrex™ conditions aligned with it, as displayed in Figure 4a. Specifically, markers for slow fiber types (*Myh7*, *Tnnt1*, *Tnni1*, *Tnnc1*, and *Myl2*) were upregulated in the Collagen I group but downregulated in the fibronectin and Geltrex™ groups. 

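Among the slow troponin genes, *Tnnt1* was counted at 298 ± 32.7 CPM (SD, n = 3) on Collagen I, 48.9 ± 6.40 CPM on fibronectin, and 53.8 ± 2.74 CPM on Geltrex™. Its log2 fold change was 2.60 against fibronectin (SE 0.11, adjusted p = 5.94e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.47 against Geltrex™ (SE 0.11, adjusted p = 8.45e-10). *Tnni1* had log2 fold changes of 1.77 (SE 0.11, adjusted p = 1.71e-08) and 1.40 (SE 0.11, adjusted p = 1.53e-07). *Tnnc1* had 975 ± 102 CPM on Collagen I, 267 ± 11.3 CPM on fibronectin, and 333 ± 6.36 CPM on Geltrex™, with log2 fold changes of 1.87 and 1.55 (adjusted p = 9.85e-10 and 4.36e-09). With each sample left out in turn, the log2 fold change of *Tnnt1* stayed between 2.52 and 2.71 against fibronectin and between 2.38 and 2.53 against Geltrex™.

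The control samples were at the Collagen I level for these genes, with 270 ± 28.1 CPM for *Tnnt1*, 388 ± 44.9 CPM for *Tnni1* (390 ± 21.1 CPM on Collagen I), and 1054 ± 69.8 CPM for *Tnnc1*. The log2 fold changes of Collagen I over the control were 0.14 (adjusted p = 0.554), 0.0089 (adjusted p = 0.982), and -0.11 (adjusted p = 0.552).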

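In the group of oxygen transport genes, *Mb* was higher on Collagen I by 1.68 on the log2 scale than on fibronectin (SE 0.13, adjusted p = 8.05e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 2.11 than on Geltrex™ (SE 0.13, adjusted p = 1.06e-08). Its exons overlap those of *Gm49540* on the opposite strand over 27.6% of their length, a gene with 17 counts in all samples together. *Alas1* was higher by 0.51 (adjusted p = 0.00111) and 0.29 (adjusted p = 0.0372), and the second difference passed in only 1 of the 6 fits that each left out 1 sample and not without a filter on low counts (adjusted p = 0.0649). The calcium transport genes *Ryr1* and *Atp2a1* were higher by 1.30 and 2.07 than on fibronectin (adjusted p = 1.84e-05 and 1.24e-08) and by 1.07 and 1.28 than on Geltrex™ (adjusted p = 0.000116 and 1.18e-06). *Atp2a1* shares 21.9% of its exon sequence with *Rabep2* on the opposite strand.

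Of the fatty acid genes, *Cd36* was at 8.58 ± 3.14 CPM (SD, n = 3) on Collagen I, 2.07 ± 0.551 CPM on fibronectin, and 1.92 ± 0.608 CPM on Geltrex™, with log2 fold changes of 2.05 (SE 0.29, adjusted p = 4.44e-05) and 2.17 (SE 0.29, adjusted p = 3.34e-05). *Fabp3* was higher by 2.505 and 1.91 (adjusted p = 5.04e-08 and 5.07e-07), and *Pdk2* by 0.86 and 0.69 (adjusted p = 3.77e-06 and 3.65e-05). *Mlycd*, taken here as the gene written *Mydc*, was higher by 0.56 (adjusted p = 0.00866) and 0.41 (adjusted p = 0.047), and the second difference passed in 0 of the 6 fits that left out 1 sample and not with DESeq2 (0.0546) or RLE normalization (0.0503).

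Among the mitochondrial genes, *Atp5f1b* (formerly *Atp5b*) was higher than on fibronectin by 0.27 (SE 0.088, adjusted p = 0.0199), a call that held in 3 of 6 such fits and not in a fit of only these groups (adjusted p = 0.0571), and did not differ from Geltrex™ (0.030, adjusted p = 0.813). *Atp5po* (formerly *Atp5o*) was higher by 0.64 (adjusted p = 0.000993) and, short of the threshold, by 0.30 (adjusted p = 0.0742). Its exons overlap a readthrough gene on the same strand over 12.3% of their length. *Acadm* was higher than on fibronectin by 0.28 (adjusted p = 0.00975) and equal to Geltrex™ within error (-0.024, adjusted p = 0.829). The first call was lost without fibronectin replicate 2 (0.22, adjusted p = 0.0524). *Ucp3* had no more than 17 counts in any sample, and its log2 fold changes of 0.51 (SE 0.50) and 0.92 (SE 0.54) were not distinguishable from 0 at this depth.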

Additionally, genes related to oxygen transport (*Mb* and *Alas1*), intracellular calcium transport (*Ryr1* and *Atp2a1*), fatty acid binding and metabolism (*Cd36*, *Fabp3*, *Mydc*, and *Pdk2*), and mitochondrial function (*Cox family*, *Atp5b*, *Atp5o*, *Acadm*, and *Ucp3*) exhibited differential expression across the various coatings, as highlighted in Figure 4a (boxes 9–14). 

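The catalytic AMPK subunit gene *Prkaa2* was counted at 13.4 ± 4.47 CPM (SD, n = 3) on Collagen I, 7.85 ± 2.13 CPM on fibronectin, and 8.62 ± 0.854 CPM on Geltrex™. Its log2 fold changes were 0.78 (SE 0.24, adjusted p = 0.0146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.64 (SE 0.24, adjusted p = 0.0435), the samples of the groups overlapped, and the calls held in 3 and 1 of the 6 fits that each left out 1 sample. The second did not pass with the GC content of the libraries as a covariate (adjusted p = 0.0816) or with this and the replicate block (0.129). *Nfkb1* was lower on Collagen I, with log2 fold changes of -0.46 (SE 0.077, adjusted p = 0.000265) and -0.51 (SE 0.077, adjusted p = 0.000106), at 97.0 ± 8.05 CPM against 133 ± 4.66 CPM on fibronectin and 138 ± 4.14 CPM on Geltrex™. Of the *Mef2* genes, *Mef2c* was higher by 1.24 and 1.36 (adjusted p = 2.25e-05 and 8.60e-06), while *Mef2a* (-0.26 and -0.24, adjusted p = 0.0784 and 0.113) and *Mef2d* (0.036 and 0.14, adjusted p = 0.787 and 0.249) did not pass the threshold. Without a filter on low counts, *Mef2a* was lower in both comparisons (adjusted p = 0.0206 and 0.0411).

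*Foxo1* was lower on Collagen I than on fibronectin (-0.39, SE 0.090, adjusted p = 0.00267) and did not differ from Geltrex™ (0.11, adjusted p = 0.342). *Mapk3* (ERK1) had log2 fold changes of 0.19 and 0.15 (adjusted p = 0.131 and 0.246). *Esrra* was higher by 0.80 than on fibronectin (SE 0.20, adjusted p = 0.00495), and its difference from Geltrex™ of 0.32 (adjusted p = 0.226) passed with the GC content of the libraries as a covariate (0.64, adjusted p = 0.0128). *Ppard* was at the same level within error on all 3 coatings, with log2 fold changes of 0.085 and -0.033 (adjusted p = 0.482 and 0.81).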

Additionally, regulatory elements exhibited opposing expression patterns (1–8 in Figure 4a), with AMPK subunits (*Prkaa2*), *Nfkb*, transcription factors (*Mef2*, *Foxo1*, and *Erk1/2*), and *Ppargc1a* as well as *Essra* and *Ppard* being upregulated in the Collagen I condition but downregulated in the fibronectin and Geltrex™ conditions. These findings are supported by significant GO terms, as presented in Supplementary Figure S3.

The IPA further supported these findings through the identification of significant canonical pathways, such as the calcium signaling and oxidative phosphorylation pathways, as depicted in Supplementary Figure S4. 

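For oxidative phosphorylation, 88 tested genes of the respiratory chain and ATP synthase were taken as a set. Their median log2 fold change was 0.49 against fibronectin (camera, adjusted p = 5.89e-15, and 0.48 with the replicate number as a block) and 0.30 against Geltrex™ (adjusted p = 3.07e-07, and 0.30 with the block). After removal of the trend with transcript GC content and exon length, chosen after the result was seen, the medians were 0.29 and 0.15. As single genes, 78 were higher on Collagen I than on fibronectin and 45 than on Geltrex™ at an adjusted p of 0.05. In both comparisons every Collagen I sample had a higher mean level of the set than every sample of the other coating. Estimating the correlation between genes moved this result most, to adjusted p-values of 0.185 and 0.388, which do not pass the threshold. On Collagen I over the control the median was 0.18 (adjusted p = 3.47e-10, and 0.18 with the block), although no single gene passed. Leaving out 1 sample moved this median to between 0.090 and 0.23. On fibronectin and Geltrex™ over the control the median was -0.31 (adjusted p = 1.83e-09, and -0.32 with the block) and -0.15 (adjusted p = 0.0142, and -0.15 with the block). With the estimated correlation these 3 results against the control did not pass either (adjusted p = 0.289, 0.30, and 0.635), and with fry those of Collagen I and Geltrex™ did not (0.0851 and 0.0938). The Geltrex™ result also did not pass without control replicate 1 (-0.10, adjusted p = 0.0569).

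The calcium set held 20 tested genes, among them those of calcineurin, CaMK, MEF2, NFAT, and the calcium pumps and channel of Fig. 4b. Its median log2 fold change was -0.0058 against fibronectin (adjusted p = 0.111, and -0.0068 and 0.0586 with the block) and 0.061 against Geltrex™ (adjusted p = 0.105, and 0.059 and 0.0586 with the block), so the set did not pass in either comparison. Camera's direction was up on Collagen I in both, also where the median lay just under 0, and every Collagen I sample had a higher mean level of the set than every fibronectin and Geltrex™ sample. Of its genes, 6 were higher and 4 lower on Collagen I than on fibronectin, and 6 higher and 5 lower than on Geltrex™. With DESeq2 the set passed in both comparisons (medians 0.021 and 0.036, adjusted p = 0.035 and 0.046). It also passed in both with fry and with the GC content of the libraries as a covariate, alone or with the block. Relative to the control, camera's direction was down on fibronectin (median 0.0014, adjusted p = 0.0115) and Geltrex™ (-0.080, adjusted p = 0.0191). It was also down on Collagen I (-0.060), short of the threshold (adjusted p = 0.174).

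**Figure D3:**
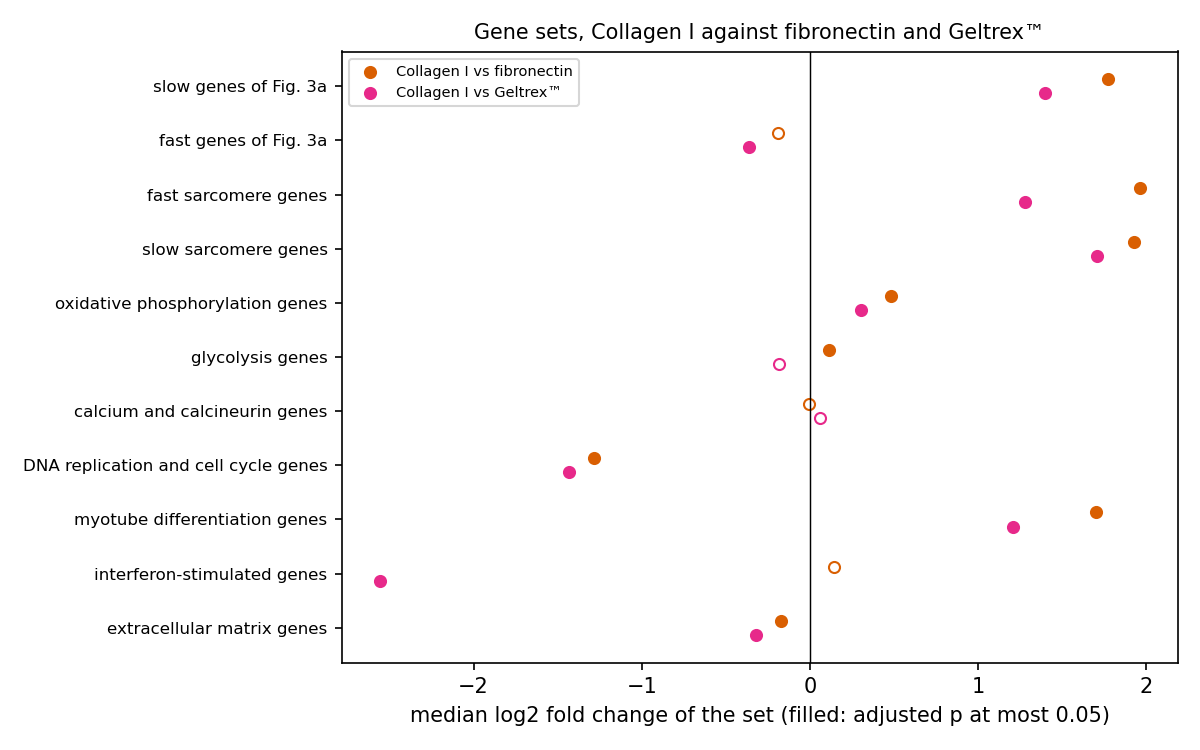
Median log2 fold change of each gene set on Collagen I against fibronectin (orange) and Geltrex™ (pink), with filled points at an adjusted p of at most 0.05. Sarcomere sets of both fiber types lie right of 0, DNA replication and cell cycle genes lie left of 0, the calcium set lies near 0 with open points, and interferon-stimulated genes lie at -2.56 against Geltrex™ only.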

Notably, the calcium signaling pathway indicates the “slow fiber type development” function, which involves the upregulation of key proteins, such as calcineurin (*Ppp3ca*), calmodulin (*Calm1*), *CaMK*, and *Mef2*, and the downregulation of *Hdac* in the Collagen I condition, as presented in Figure 4b. 

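*Ppp3ca* was at 305 ± 29.8 CPM (SD, n = 3) on Collagen I, 277 ± 6.39 CPM on fibronectin, and 290 ± 4.56 CPM on Geltrex™, and its log2 fold changes of 0.14 (SE 0.080, adjusted p = 0.161 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.075 (SE 0.080, adjusted p = 0.483) did not pass the threshold. The CaMK genes were split. *Camk2a* was higher on Collagen I by 1.22 and 0.76 (adjusted p = 5.18e-06 and 0.000421), and *Camk2b* by 1.95 and 1.77 (adjusted p = 1.61e-06 and 3.72e-06). *Camk2d* did not pass (-0.20 and -0.12, adjusted p = 0.0799 and 0.301) except as lower than on fibronectin with the GC content of the libraries and the replicate block (-0.20, adjusted p = 0.0444) and in 2 of the 6 fits that left out 1 sample. *Camk2g* was lower than on Geltrex™ only (-0.30, adjusted p = 0.00435), and *Camk4*, with at most 14 counts in any sample, was lower than on fibronectin (-1.73, SE 0.50, adjusted p = 0.0105). Against Geltrex™, *Camk4* went the other way, from 0.19 to 1.19 over the alternatives and the fits without 1 sample, and passed in none.

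Among the class IIa histone deacetylase genes, *Hdac9* was lower on Collagen I than on fibronectin (-1.08, SE 0.15, adjusted p = 4.12e-05), at 18.8 ± 3.56 CPM against 39.7 ± 8.90 CPM, and was at 18.8 ± 0.696 CPM on Geltrex™ as well (adjusted p = 0.998). *Hdac5* was higher than on fibronectin by 0.62 (SE 0.12, adjusted p = 0.000592) and differed from Geltrex™ only with the GC content of the libraries as a covariate (0.33, adjusted p = 0.0299, or 0.34 and 0.0197 with the replicate block as well, and 0.18 and 0.245 without it). *Hdac4* (-0.024 and -0.15, adjusted p = 0.836 and 0.189) and *Hdac7* (-0.17 and -0.26, adjusted p = 0.322 and 0.142) did not pass in either comparison. *Hdac4* overlaps a gene on the opposite strand over 22.4% of its exons, and that gene had 0 counts.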

Additionally, analyses regarding the KEGG pathway and GSEA curated pathway further corroborate these results, as indicated in Supplementary Figure S5.

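Sets for several of the terms shown in Fig. S5 were tested with camera. The 33 genes of DNA replication and the cell cycle were lower on Collagen I, with a median log2 fold change of -1.29 against fibronectin (adjusted p = 6.93e-42, and -1.29 with the replicate block) and -1.43 against Geltrex™ (adjusted p = 7.26e-48, and -1.44 with the block). As single genes, 31 and 32 of them passed the threshold. Against the control the median was -0.31 on Collagen I (adjusted p = 6.15e-11, and -0.31 with the block), with 2 single genes past the threshold, and it did not pass with the correlation between genes estimated (adjusted p = 0.133).

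The 29 tested genes of myotube differentiation, which serve fibers of both types, were higher on Collagen I, with medians of 1.70 (adjusted p = 3.06e-48, and 1.70 with the block) and 1.21 (adjusted p = 1.56e-29, and 1.21 with the block). Of these, 28 and 27 passed as single genes. Interferon-stimulated genes, 20 tested, did not differ between Collagen I and fibronectin (median 0.15, adjusted p = 0.48, and 0.14 with the block) and were lower than on Geltrex™ (median -2.56, adjusted p = 9.03e-29, and -2.57 with the block), 19 of them as single genes. The 26 extracellular matrix genes had medians of -0.17 (adjusted p = 0.0142, and -0.17 with the block) and -0.32 (adjusted p = 0.0151, and -0.32 with the block), with 5 genes higher and 10 lower than on fibronectin and 5 higher and 14 lower than on Geltrex™. With the correlation between genes estimated, the extracellular matrix result did not pass (adjusted p = 0.388 and 0.397).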

These findings strongly indicate that Collagen I coating promotes a transition toward an oxidative muscle fiber phenotype, whereas fibronectin and Geltrex™ coatings promote a shift toward a glycolytic phenotype. 

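The glycolysis set of 19 genes, from the hexokinases to lactate dehydrogenase and the transporters *Slc2a1* and *Slc16a3*, had a median log2 fold change of 0.11 on Collagen I against fibronectin (camera, adjusted p = 0.0167, and 0.12 and 0.0187 with the replicate number as a block), with 7 genes higher and 2 lower. Against Geltrex™ the median was -0.18 (adjusted p = 0.66, and -0.18 and 0.683 with the block), with 4 genes higher and 8 lower. Collagen I over the control gave 0.085 (adjusted p = 0.0135, and 0.084 with the block). Between the other coatings, glycolysis genes were lower on fibronectin than on Geltrex™, with a median of -0.31 (adjusted p = 6.42e-05, and -0.31 with the block), and 19 of 19 genes went that way. With the correlation between genes estimated, none of these glycolysis results passed, with adjusted p-values of 0.532 against fibronectin and 0.919 against Geltrex™. The result against fibronectin did not pass without fibronectin replicate 2 (0.046, adjusted p = 0.0673), and that against the control did not pass with fry (adjusted p = 0.193) or without control replicate 3 (0.197). Geltrex™ over the control had a larger median of 0.23 (camera, adjusted p = 0.126), short of the threshold, with 9 genes higher and 4 lower. Fibronectin over the control had 0.088 with camera's direction down (adjusted p = 0.117), with 1 gene higher and 6 lower. No single glycolysis gene passed between Collagen I and the control.

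From its findings up to this point, the paper proposes a transition toward an oxidative fiber phenotype on Collagen I and a shift toward a glycolytic one on fibronectin and Geltrex™.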

On the basis of the genes implicated in the enriched pathway analyses, the predicted upstream regulators were identified using IPA, and a reference was established regarding fiber type transition. The key upstream regulators selected for their relevance include PPP3CA, NFAT, MEF2, PPARGC1A, AMPK, ERK1/2, PI3K/AKT, MYOD1, HIF1A, FOXO1, and NFKB. The predicted network is presented in Figure 5a,b, with the network involving the calcineurin/NFAT, MEF2, MYOD, AMPK, PI3K/AKT, and ERK1 signaling pathways, which facilitate the transition to slow-type fibers on Collagen I. By contrast, the HIF1A, NFKB, FOXO1, and ERK2 signaling pathways promote the transition to fast-type fibers on fibronectin and Geltrex™.

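Of the NFAT genes, 3 had enough counts for a test of their own transcripts. *Nfatc1* was at 12.0 ± 0.423 CPM (SD, n = 3) on Collagen I, 17.5 ± 1.01 CPM on fibronectin, and 15.3 ± 0.846 CPM on Geltrex™, with log2 fold changes of -0.54 (SE 0.093, adjusted p = 0.000274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.35 (SE 0.094, adjusted p = 0.00842). *Nfatc3* was lower than on fibronectin (-0.47, adjusted p = 0.00491) and did not differ from Geltrex™ (-0.16, adjusted p = 0.30). *Nfatc4* did not pass the threshold (0.14 and 0.53, adjusted p = 0.711 and 0.176). The lowest adjusted p against Geltrex™ over the alternatives was 0.0548, with the GC content of the libraries as a covariate (0.82). *Nfatc2* had at most 7 counts in any sample and was not tested.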

## 3. Discussion

Numerous studies have leveraged the ECM for skeletal muscle regeneration, with various ECM components extensively used as coatings in two-dimensional cell culture systems and three-dimensional scaffolds for skeletal muscle tissue engineering [6,7]. Although these approaches have demonstrated potential in promoting myoblast differentiation, the specific effects of individual ECM components on muscle fiber type specification remain inadequately understood. The complex interactions between ECM composition and cellular signaling pathways have particularly increased the difficulty of identifying the precise mechanisms that govern fiber type specification in vitro. To address this challenge, we modified the conventional C2C12 myoblast culture system by introducing specific ECM coatings: Collagen I, fibronectin, and Geltrex™. These components were selected on the basis of their well-documented roles in muscle physiology and their previous applications in tissue engineering [12,14,15]. We hypothesized that these distinct ECM coatings would provide unique environments conducive to myoblast differentiation toward specific fiber types. We established an efficient system for investigating the effects of ECM composition on myogenic lineage determination, including the expression of fast and slow-type muscle fiber markers. Furthermore, we identified potential signaling pathways involved in ECM-mediated fiber type specification through transcriptomic analysis, thereby contributing to a deeper understanding of the role of the ECM in muscle differentiation.

During normal skeletal myogenesis, the initial wave of myogenic precursor cells in the dermomyotome expresses *Pax7*, followed by expression of *Myf5*. These sequential waves of myogenesis operate upstream of the primary myogenic transcription factor *Myod* and are further characterized by high expression levels of *Mrf4* and *Myog* during the late differentiation stage [18,19]. The findings of the present study indicate that all tested substrates effectively support myogenic differentiation. The differential expression of myogenic regulatory markers at various stages of myogenesis—specifically *Pax7*, which marks the transition of quiescent satellite cells (skeletal muscle stem cells) into proliferating myoblasts; *Myf5* and *Myod* during early differentiation when proliferative myoblasts commit to differentiation; and *Mrf4* and *Myog* during late differentiation as these cells fuse into myotubes and mature myofibers—indicates substrate-specific influences on the progression of myogenic differentiation, with differentiation comparable to that under control conditions [18]. These findings align with those of previous studies that have underscored the role of ECM components in promoting myogenic differentiation. The robust expression of myogenic markers such as *Pax7* on day 0, when the cells are still in a proliferative state, and their subsequent reduction by day 7 of differentiation, coupled with the increased expression of *Mrf4* and *Myog* across all substrates, further corroborate the supportive role of these substrates in muscle differentiation [20,21].

The extracellular matrix plays a crucial role in various aspects of skeletal muscle development, with its composition undergoing dynamic changes throughout the process of myogenesis [22]. The current findings of differential expression of fast and slow MyHC isoforms, as demonstrated in Western blot and immunofluorescence analyses in response to various ECM coatings, highlight the substrate-specific promotion of various muscle fiber types. Specifically, the preference of fibronectin and Geltrex™ for facilitating fast-twitch fiber differentiation contrasts with the slow-twitch-favoring environment provided by Collagen I [14,23]. These results elucidate the influence of the ECM microenvironment on muscle fiber type specification, suggesting a potential mechanism by which the developing muscle tissue’s surrounding matrix guides cellular fate decisions.

Our RNA-seq analysis revealed that Collagen I significantly enhanced the expression of genes associated with slow fiber types, whereas fibronectin and Geltrex™ promoted the expression of fast fiber type genes. Notably, nearly all slow fiber-associated genes, such as *Myh7* and *Myh6* (which are involved in slow-twitch muscle contraction) [24], *Myl2* (which regulates contractile force in slow fibers), as well as genes related to oxidative metabolisms such as the Cox family, Atpase family, and *Cd36* (fatty acid oxidase gene) [25], along with *Ppargc1a* (a master regulator of mitochondrial biogenesis) [26,27], were consistently upregulated in the presence of Collagen I. Conversely, exposure to fibronectin and Geltrex™ resulted in the upregulation of key fast fiber genes, including *Fyn* (which is crucial for fast-twitch growth and contraction) [28], *Hk2* (crucial for glycolytic metabolism) [25], *Synm* (which maintains the structural integrity of fast fibers) [29], *Hif1α* (which is involved in transition to fast-twitch muscle fibers) [24,30], and *Gtf2ird1* (which is the only gene in terms of GO related to the transition from slow to fast fiber types) [31].

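*Gtf2ird1* was at 45.7 ± 0.198 CPM (SD, n = 3) on Collagen I, 52.2 ± 4.03 CPM on fibronectin, and 52.9 ± 2.98 CPM on Geltrex™. Its log2 fold change was -0.19 against fibronectin (SE 0.078, adjusted p = 0.0559 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.21 against Geltrex™ (SE 0.078, adjusted p = 0.0436). Both lie close to the threshold. The difference from fibronectin passed it with DESeq2 (adjusted p = 0.030), RLE normalization (0.0402), the GC content of the libraries as a covariate (0.0394), and in 1 of the 6 fits that each left out 1 sample. The difference from Geltrex™ held in 1 of 6 such fits. It did not pass with the replicate number as a block (-0.21, adjusted p = 0.06), without a filter on low counts (0.142), with at least 10 counts in every sample (0.0516), with the GC covariate (0.127), or with this and the block (0.177).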

The distinct gene expression profiles observed among the Collagen I, fibronectin, and Geltrex™ coatings underscore the pivotal role of the ECM in regulating transitions between muscle fiber types. However, the signaling pathways involved in these transitions remain underexplored. The complex interplay of signaling molecules and the cross-talk between various pathways, which are influenced by physiological stimuli, complicate the molecular mechanisms governing fiber type shifts [32,33,34]. Our IPA and MetaCore analysis, complemented by findings from GO, KEGG, and GSEA enrichment analyses, revealed significant signaling pathways. Collectively, these findings revealed that Collagen I promotes a transition toward slow oxidative fibers, whereas fibronectin and Geltrex™ favor the development of fast glycolytic fibers.

Central to the transition toward slow oxidative fibers is the upregulation of *Ppargc1a* observed in Collagen I [27,34]. In this study, increased *Ppargc1a* activity promoted the upregulation of mitochondrial genes essential for oxidative metabolism, a hallmark of slow-twitch muscle fibers. 

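*Atp5f1a* was at 531 ± 30.8 CPM (SD, n = 3) on Collagen I, 458 ± 43.1 CPM on fibronectin, and 508 ± 16.3 CPM on Geltrex™. Its log2 fold change against fibronectin was 0.21 (SE 0.083, adjusted p = 0.048 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that against Geltrex™ was 0.062 (adjusted p = 0.586). The first did not pass with the replicate block (0.21, adjusted p = 0.0644), RLE normalization (0.0569), no filter on low counts (0.112), or a fit of only these groups (0.111), and it held in 2 of the 6 fits that each left out 1 sample. Of the cytochrome c oxidase genes, *Cox5b* was higher on Collagen I by 0.57 and 0.38 (adjusted p = 0.000668 and 0.0126), and the second difference passed in 4 of the 6 fits that left out 1 sample. *Cox6a2* was higher by 1.23 and 1.24 (adjusted p = 0.000339 and 0.000364). *Cox7a1*, with at most 25 counts in any sample, was higher than on fibronectin by 1.99 (SE 0.42, adjusted p = 0.0015) and did not differ from Geltrex™ (0.42, SE 0.36, adjusted p = 0.378).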

Notable examples of such genes include ATP synthase (*Atp5f1a*, *Atp5f1b*, and *Atp5po*) and cytochrome c oxidase (*Cox5b*, *Cox6a2*, and *Cox7a1*) subunits. Additionally, we observed an increased expression of genes involved in fatty acid metabolism, specifically *Cd36* and *Fabp3*, which facilitate fatty acid uptake and binding, as well as *Mydc* and *Pdk2*, which are crucial for metabolic regulation. The upregulation of oxygen transport-related genes (*Mb* and *Alas1*) further supports enhanced aerobic metabolism, a characteristic feature of slow-type fibers that contributes to their superior endurance levels [34]. This metabolic shift is accompanied by a notable upregulation of slow fiber type markers (*Myh7*, *Tnnt1*, *Tnni1*, *Tnnc1*, and *Myl2*), which are involved in slow-twitch muscle contraction and the regulation of contractile force in slow fibers. These expression patterns contrast with the shift from oxidative to glycolytic muscle fiber phenotypes observed in the quadriceps muscles of patients with COPD [32,35]. Conversely, fibronectin and Geltrex™ aligned with pathways where the oxidative metabolism characteristic of slow fibers transitions to glycolytic metabolism, which is typical of fast-type skeletal muscle fiber type, as observed in the quadriceps muscles of patients with COPD [17,25]. These findings have potential clinical implications: Collagen I-based approaches may be beneficial for muscle regeneration therapies aimed at addressing pathological fiber type shifts, such as those observed in the lower limbs of patients with COPD [36]. Conversely, fibronectin and Geltrex™ could prove valuable for studying DMD, where all fiber types undergo degeneration, but fast-twitch fibers are affected more rapidly. Additionally, these coatings may be relevant for addressing fast fiber type atrophy in sarcopenia and in developing disease models for drug screening aimed at preventing the degeneration or atrophy of specific muscle fiber types [37].

Our data revealed the differential regulation of key signaling components, including *Prkaa2* (AMPK), *Erk1/2*, *Pi3kca*, *Akt1*, *Nfkb*, *Foxo1*, *Myod*, and *Hif1a*, between the Collagen I and fibronectin/Geltrex™ conditions. These differences in signaling pathways may contribute to the promotion of either slow oxidative or fast glycolytic muscle fiber phenotypes. 

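The transcripts of *Pik3ca* and *Akt1* did not differ between Collagen I and the other coatings. *Pik3ca* was at 187 ± 12.9 CPM (SD, n = 3) on Collagen I, 208 ± 20.2 CPM on fibronectin, and 181 ± 1.64 CPM on Geltrex™, with log2 fold changes of -0.15 (SE 0.093, adjusted p = 0.185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.046 (SE 0.093, adjusted p = 0.724). *Akt1* was at 268 ± 19.6 CPM, 253 ± 26.6 CPM, and 255 ± 3.42 CPM, with log2 fold changes of 0.087 (adjusted p = 0.478) and 0.075 (adjusted p = 0.562).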

In the Collagen I coating, the upregulation of *Prkaa2* may be attributable to integrin binding creating an environment that favors slow-type myogenic differentiation by promoting cell adhesion and the activation of Ppargc1a signal transduction pathways [38,39]. Collagen I binding to the *Ddr1* receptor may lead to the activation of *Pi3kca*, *Akt1*, and subsequently *Erk1* and *Ppargc1a*, which are essential for the specific development of slow-type muscle fibers [23,33]. The involvement of MYOD in the development of both slow and fast fibers indicates a complex relationship between this transcription factor and fiber type specification. The findings regarding the regulation of MYOD, which was upregulated in the Collagen I coating, align with previous findings regarding its role in the transformation from fast to slow muscle fiber types [19,40].

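The *Myod1* transcript was at 124 ± 15.0 CPM (SD, n = 3) on Collagen I, 110.6 ± 4.46 CPM on fibronectin, 107 ± 2.44 CPM on Geltrex™, and 126 ± 7.69 CPM in the control. Its log2 fold changes were 0.16 against fibronectin (SE 0.087, adjusted p = 0.148 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.21 against Geltrex™ (SE 0.087, adjusted p = 0.0725), and neither passed the threshold. Without Collagen I replicate 2, the difference from Geltrex™ passed it (0.28, adjusted p = 0.0288).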

The findings of overexpression of *Nfkb*, *Foxo1*, and *Erk2* in the fibronectin and Geltrex™ conditions may be attributable to their interaction with various receptors, such as integrins and syndecans, which activate FAK1/Src signaling pathways. This activation leads to a decrease in type I fibers through the downregulation of slow-type fiber genes such as *Myh7*, *Myl2*, *Tnnc1*, and *Tnnt1* along with a reduction in their oxidative capacity, facilitating a shift toward a fast fiber type phenotype [34,41]. Furthermore, the activation of FAK1/Src may promote remodeling of the F-actin cytoskeleton and regulate cell adhesion, ultimately contributing to the development of fast-type muscle fibers [42,43]. 

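Relative to the control, *Nfkb1* was higher on fibronectin by 0.27 (SE 0.077, adjusted p = 0.0135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and on Geltrex™ by 0.32 (SE 0.077, adjusted p = 0.00413), from 110 ± 5.65 CPM (SD, n = 3) in the control. The first did not pass without control replicate 3 (adjusted p = 0.0527). *Foxo1* did not differ between fibronectin and the control (0.13, adjusted p = 0.297) and was lower on Geltrex™ than in the control (-0.38, SE 0.091, adjusted p = 0.00458). It stood at 48.7 ± 2.77 CPM in the control, 53.2 ± 4.79 CPM on fibronectin, and 37.5 ± 0.790 CPM on Geltrex™. The replicate block moved these values by at most 0.0067.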

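In the control, *Hif1a* stood at 242 ± 35.8 CPM (SD, n = 3). Relative to this level it was higher on fibronectin by 0.59 on the log2 scale (SE 0.13, adjusted p = 0.00323 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in all of the 6 fits that each left out 1 sample. It was higher on Geltrex™ by 0.36 (SE 0.13, adjusted p = 0.045), which passed in 1 of 6 such fits and not with at least 10 counts in every sample (adjusted p = 0.0515). On Collagen I it was lower than in the control (-0.32, SE 0.13), short of the threshold (adjusted p = 0.276), which it passed without a filter on low counts (adjusted p = 0.0432).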

Additionally, the current study’s finding of upregulation of *Hif1a* in the fibronectin and Geltrex™ conditions aligns with its role in promoting glycolytic metabolism and characteristics associated with fast-twitch fibers [27,44].

The current study’s findings of differential activation of the calcium and calcineurin/NFAT signaling pathways between Collagen I and fibronectin/Geltrex™ coatings are particularly noteworthy. In the Collagen I condition, the upregulation of calcineurin (*Ppp3ca*), calmodulin (*Calm1*), and *CaMK*, along with the downregulation of *Hdac* and the upregulation of calcium-handling genes such as *Ryr1* and *Atp2a1*, may increase intracellular calcium release from the sarcoplasmic reticulum, thereby supporting the development of slow fiber types. This observation is consistent with the well-established belief regarding the role of calcium-dependent signaling in regulating muscle fiber type transitions during embryonic development and in adult muscle plasticity [19,35].

The findings of the intricate interplay between extracellular signals and intracellular pathways underscore the complex coordination involved in the determination of fiber type. Our predicted network results revealed the presence of complex cross-talk between various signaling pathways, as evidenced by interactions among calcium-dependent signaling molecules (e.g., *Nfatc, Mef2c, and Hdac4*), *Myod1*, and metabolic regulators (e.g., *Ppargc1a)*, as well as *Prkaa2*, *Pi3kca*, *Akt1* (PI3K/AKT), and *Erk1* in the Collagen I condition. By contrast, in the fibronectin/Geltrex™ conditions, interactions involving *Hif1a*, *Nfkb*, *Foxo1*, and *Erk2* were identified. These interactions indicate potential mechanisms underlying the fine-tuning of gene expression and maintenance of fiber type-specific gene programs. Moreover, they underscore the complex relationship between muscle activity, calcium handling, and metabolic adaptation in the determination of fiber type.

## 4. Materials and Methods

### 4.1. Cell Culture

C2C12^GFP^ myoblasts (Cellomics Technology, SC-102, Halethorpe, MD, USA) expressing green fluorescence protein (GFP) were cultured in high-glucose Dulbecco’s modified Eagle medium (DMEM) with L-glutamine (GIBCO, 12100-038, Paisley, Scotland, UK) supplemented with 10% fetal bovine serum (HyClone™, SH30070.03, Logan, UT, USA) and 1% penicillin-streptomycin (GIBCO, 15140-122, Paisley, Scotland, UK) at 37 °C in a 5% CO_2_ atmosphere. Cells were subcultured into multiwell plates (SPL Life Science, Pocheon-si, Gyeonggi-do, South Korea) once they reached 60–70% confluency. Differentiation was induced at 80–90% confluency by switching to a low-serum medium comprising 2% calf serum (HyClone™, SH30073.03, Logan, UT, USA), 1% nonessential amino acids (NEEA, 0823, ScienCell, Carlsbad, CA, USA), and 1% penicillin-streptomycin in DMEM. The medium was refreshed every 24–48 h [45].

### 4.2. Substrate Coating

Coating solutions were prepared in accordance with the manufacturers’ instructions. Collagen I (GEcoll, 110101, Hsinchu, Taiwan) was prepared in 0.01 N HCl (5 µg/cm^2^) and incubated for 1 h at room temperature. Fibronectin (Calbiochem, 4037443, Burlington, MA, USA) was dissolved in serum-free culture medium (5 µg/cm^2^) and applied for 45 min at room temperature. Geltrex™ LDEV-Free Reduced Growth Factor Basement Membrane Matrix (Fisher Scientific, A14132-01, Pittsburgh, PA, USA), which is primarily composed of laminin, Collagen IV, and entactin, was diluted to 1:100 in cold serum-free culture medium, applied as a thin gel, and incubated for 1 h at 37 °C. All coatings were rinsed with Dulbecco’s phosphate-buffered saline [D-PBS(-), 048-29805, FUJIFILM Wako, Saitama, Kawagoe, Japan] prior to cell seeding.

### 4.3. Quantitative Polymerase Chain Reaction Analysis

Total RNA isolation and complementary DNA (cDNA) synthesis were performed using commercial kits (Biotools Co., DPT-BD30, KRT-BA06-2, Kaohsiung, Taiwan) in accordance with the manufacturer’s instructions. Quantitative polymerase chain reaction (qPCR) was conducted using SYBR Green (Biotools Co., FPT-BB05-10, Kaohsiung, Taiwan) under the following amplification conditions: one cycle of 5 min at 95 °C, 40 cycles of 15 s at 95 °C, 30 s at 60 °C, and 30 s at 72 °C. The primer sequences used in this study are listed in Supplementary Table S1. Gene expression levels were analyzed using the ΔΔCT method.

### 4.4. Western Blot Analysis

Protein extraction and a Western blot analysis were performed as previously described [45]. Briefly, total protein was extracted on day 7 of differentiation by using a lysis buffer (Cell Signaling, 98035, Danvers, MA, USA), quantified using the Bradford protein assay (BioShop, BRA222.500, Burlington, ON, Canada), and separated using 8% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE). The proteins were then transferred onto a polyvinylidene difluoride (PVDF) membrane (Millipore Immobilon-P, IPVH0016, Merck, Darmstadt, Germany) and probed with antibodies against fast-type myosin heavy chain (MyHC) isoforms (1:750 BS-5159R, Bioss Inc., Woburn, MA, USA), which were detected at 230 kDa, and slow-type MyHC (1:2500, GeneTex, NOQ7.5.4D, GTX11083, Irvine, CA, USA), with β-actin as the internal control. Band intensities were analyzed using ImageJ software version 1.52a and normalized to the internal control [46].

### 4.5. Immunofluorescence

The cultured cells were immunostained as previously described [40]. The cells were fixed with 4% paraformaldehyde for 15 min and permeabilized with 0.1% Triton X-100 for 10 min, after which they were blocked with 2% bovine serum albumin (BSA, ACE Biolabs, C30015, Taichung, Taiwan) for 10 min and mouse-to-mouse blocking solution (SkyTek Laboratories, AFI600, San Diego, CA, USA) for 1 h. Primary antibodies against fast MyHC (1:100, F59, DSHB, IA, USA) and slow MyHC (1:100, BA-D5, DSHB, IA, USA) were applied for 2 h. Alexa Fluor-conjugated secondary antibodies (488 and 549; Jackson ImmunoResearch Labs, 611-605-215, West Grove, PA, USA) were applied for 1 h. Nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; 1:50). Images were captured using an ECHO Revolve Microscope at 10× magnification, with quantification performed using ImageJ on three randomly selected areas from three different wells per condition [46].

### 4.6. RNA Sequencing

RNA was extracted from triplicate samples for each group by following the procedures outlined in an earlier section (qPCR Analysis). RNA quality was assessed using a NanoDrop spectrophotometer (Thermo Fisher Scientific) to determine A260/A280 ratios (1.8–2.2), and RNA integrity was confirmed through gel electrophoresis. Library preparation and sequencing were performed using the Illumina NovaSeq 6000 platform with paired-end 150 bp reads. Initial data analysis, which included quality control (FastQC), read trimming (Trimmomatic), alignment (HISAT2), quantification (featureCounts), and differential expression analysis through relative log expression normalization by using DESeq2, was conducted using Biotools (Tursi Biotechnology Co., Taichung, Taiwan).

### 4.7. Biostatistics and Bioinformatics Analysis

Data from the qPCR, Western blot analysis, and immunocytochemical assay were analyzed using GraphPad Prism 8. Normality was assessed using the Shapiro–Wilk test, followed by one-way analysis of variance or the Kruskal–Wallis test, depending on the data distribution. Significant differences were further analyzed using Fisher’s least significant difference test or Dunn test (*p* < 0.05).

The variability and quality of the RNA sequencing data were assessed through principal component analysis (PCA) plots and Pearson’s correlation heat maps, generated using fragments per kilobase of transcript per million mapped reads (FPKM) with Biotools RNASeq v1.7.2, available online on https://cloud.toolsbiotech.com/ (accessed on 24 April 2024), as displayed in Supplementary Table S2 and Supplementary Figure S1.

Differentially expressed genes (DEGs) were further analyzed for gene ontology (GO) enrichment by using MetaCore, accessible via https://portal.genego.com/ (retrieved on 7 August 2024), with a threshold of 2 and *p*-adjusted value (*p*-adj) of ≤0.05. Pathway analyses were conducted using the Kyoto Encyclopedia of Genes and Genomes (KEGG; filtering DEGs for fold changes ≥ 2/−2, *p*-adj ≤ 0.05). Additionally, Gene Set Enrichment Analysis (GSEA) was performed with 1000 permutations (*p*-adj ≤ 0.25) by using curated pathway (Cu-P) gene sets from the Gene Set Knowledgebase (GSKB) through Biotools RNASeq v1.7.2. Additionally, ingenuity pathway analysis (IPA, Ingenuity System, available at www.ingenuity.com, last accessed on 31 December 2024) was conducted, with *p*-adj ≤ 0.05, and MetaCore was employed for comprehensive pathway analysis, including upstream regulator and downstream target analyses.

## 5. Conclusions

In conclusion, our findings revealed that all tested ECM substrate coatings—Collagen I, fibronectin, and Geltrex™—promoted myogenic differentiation of C2C12^GFP^ cells comparable with a control group. Notably, Collagen I significantly enhanced the expression of proteins and genes with the slow fiber type, suggesting a shift toward oxidative or slow-twitch fiber differentiation. Conversely, fibronectin and Geltrex™ promoted the expression of fast fiber proteins and associated genes, fostering glycolytic, fast-type fibers. A complex interplay of signaling pathways and transcriptional regulators was observed in this study. Specifically, Collagen I promoted slow-twitch fiber characteristics through the activation of the calcineurin/NFAT signaling pathway as well as the MYOD, AMPK, PI3K/AKT, and ERK1 signaling pathways. Fibronectin and Geltrex™ were demonstrated to enhance fast-twitch fiber traits through the HIF1A, NFKB, FOXO1, and ERK2 signaling pathways. These findings not only contribute to a deeper understanding of muscle plasticity but also suggest directions for the development of targeted therapeutic interventions.

While the present study provided crucial insights, it has some limitations that should be considered. This study was conducted entirely in vitro, using C2C12 myoblasts; therefore, the findings may not fully replicate the in vivo skeletal muscle environment. Although such a model can be valuable for mechanistic studies, in vivo experiments must be conducted to validate the study findings. Additionally, long-term studies are required to assess the stability and functionality of the differentiated muscle fibers over time. Furthermore, although the gene expression profiles observed in this study are informative, they may not be directly correlated with protein function. Future research should incorporate proteomic analyses and consider using primary human myoblasts to enhance the relevance of the findings to human muscle physiology.

## Figures and Tables

**Figure 1:**
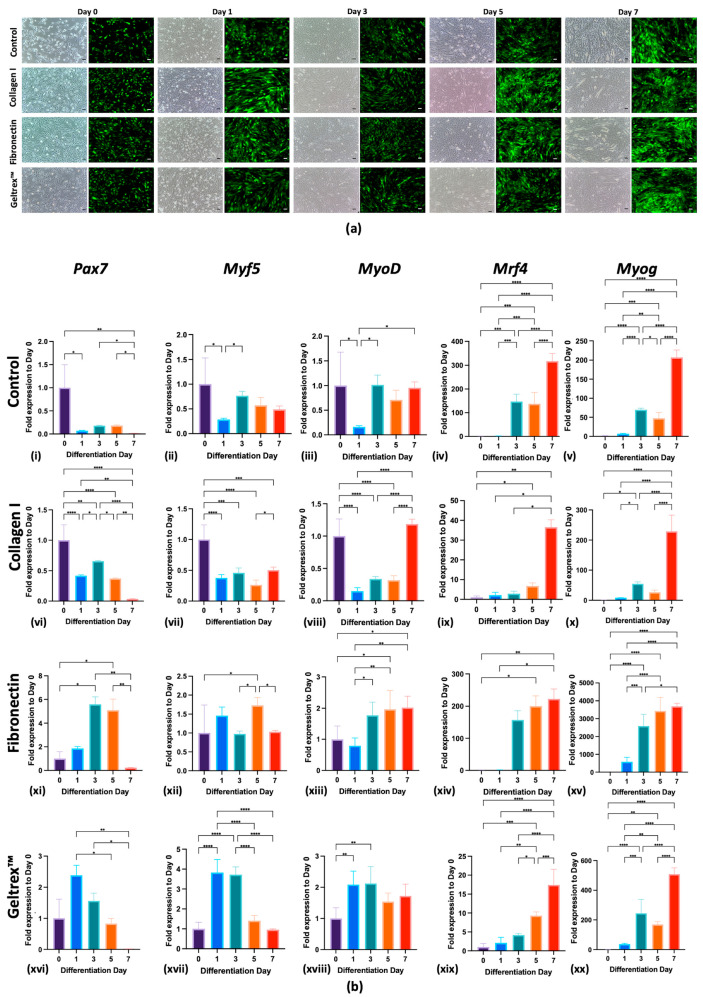
Differentiation and Myogenic Marker Expression of C2C12^GFP^ Cells on Various ECM Coatings. (**a**) C2C12^GFP^ Cell Differentiation Across Days 0, 1, 3, 5, and 7 for control, Collagen I, fibronectin, and Geltrex™ Coatings (scale bar = 100 μm). Sequential fluorescence and phase-contrast images depict the differentiation process from days 0 to 7. Green fluorescence indicates active myogenesis; phase-contrast images reveal morphology changes in cellular structure over time. (**b**) Temporal Expression Profiles of Myogenic Markers in C2C12^GFP^ Cells on control, Collagen I, fibronectin, and Geltrex™ Coatings. Expression levels of myogenic markers *Pax7*, *Myf5*, *MyoD*, *Mrf4*, and *Myog* in C2C12 cells are presented for days 0, 1, 3, 5, and 7 of differentiation (**b**(**i**–**xx**)). Each row presents data for a specific substrate coating: control, Collagen I, fibronectin, and Geltrex™. The columns present the expression of the aforementioned myogenic markers, normalized to day 0 levels. In all panels: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 2:**
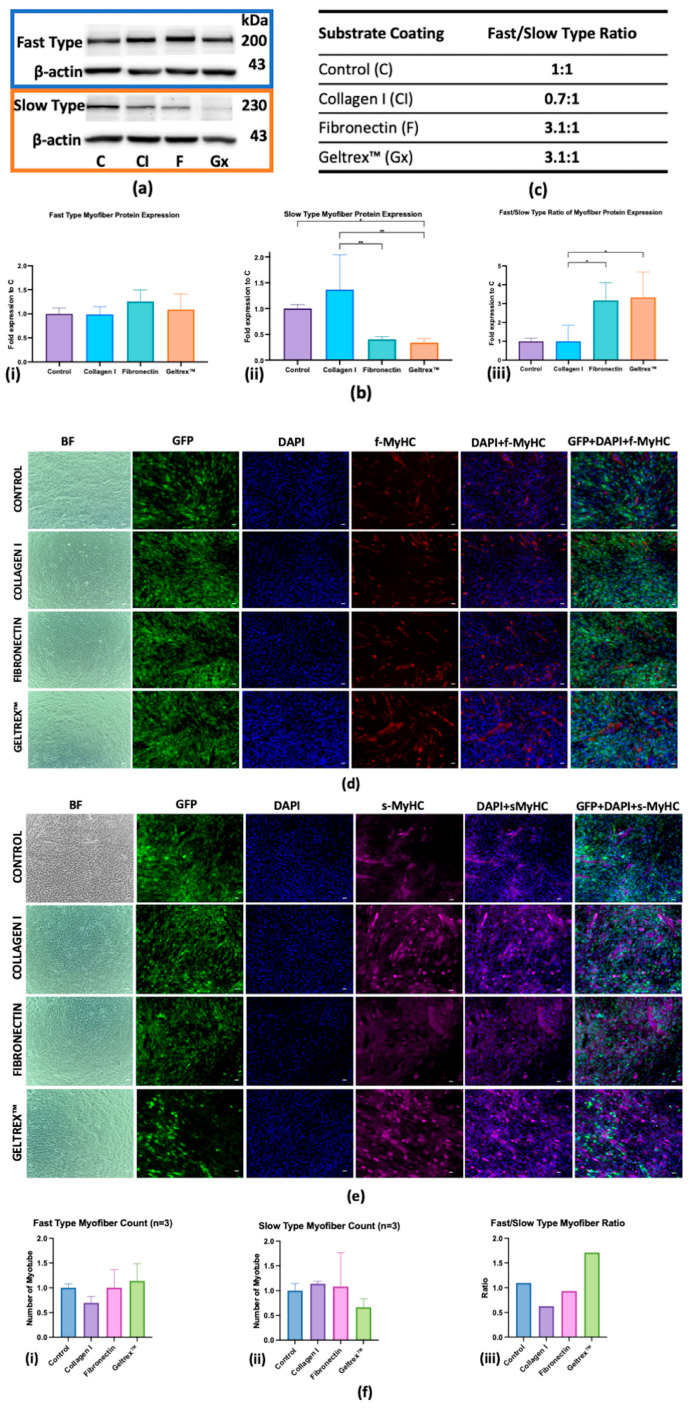
Myofiber Protein Expression in Response to Extracellular Matrix Coatings. (**a**) Western Blot Analysis: Protein levels of fast and slow isoforms across different ECM coatings across three replicates, with β-actin as the loading control. (**b**) Quantitative Analysis: Fold changes in the expression of protein isoforms for fast-type (left), slow-type (middle), and fast/slow ratio (right), with error bars indicating standard deviation (* *p* < 0.05, ** *p* < 0.01). (**c**) Fast/slow-type isoform expression ratios specific to each ECM coating. (**d**,**e**) Immunofluorescence characterization of fast and slow myosin heavy chain isoform expression in myofibers (scale bar = 100 μm). Panel (**d**) depicts the fast-type MyHC isoform (red), and panel (**e**) displays the slow-type MyHC isoform (magenta) with GFP localization, DAPI staining (blue nuclei), and merged images. (**f**) Quantitative assessment of fast-type (i), slow-type myofiber (ii) formation and ratio of fast-type and slow-type myofiber (iii).

**Figure 3:**
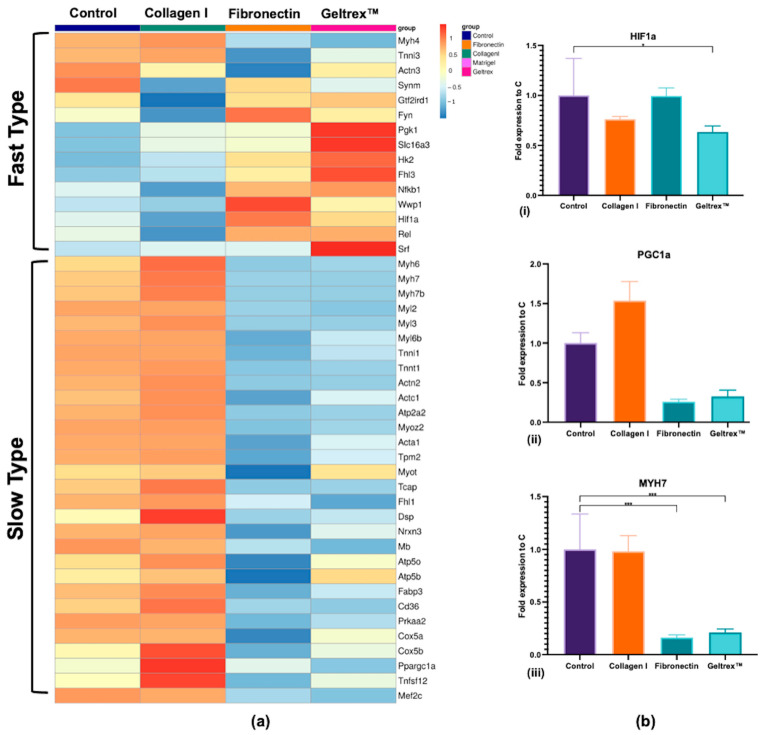
Gene Expression Profiles of Muscle Fiber Type Markers. (**a**) RNA-seq heatmaps presenting distinct gene expression profiles associated with fast-type and slow-type muscle fibers. Gene expression levels are color-coded, with blue indicating lower expression and red indicating higher expression, with a z-score close to 1. (**b**) qPCR analysis validating the RNA-seq findings for key muscle fiber type-related genes, specifically *Hif1a* (i), *Ppargc1a* (ii), and *Myh7* (iii) (* *p* < 0.05, *** *p* < 0.001).

**Figure 4:**
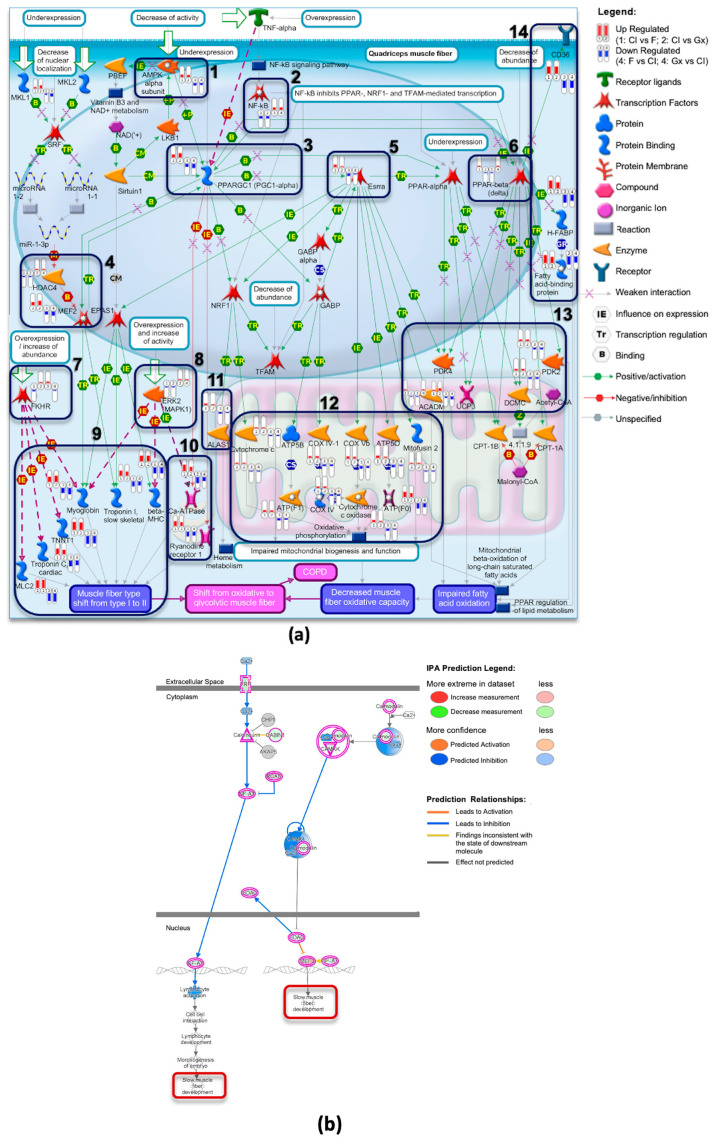
Pathway Analysis of Muscle Fiber Phenotype Shifts in Response to ECM Coatings. (**a**) Transition from oxidative to glycolytic muscle fiber phenotype in quadriceps muscles in patients with COPD. This complex pathway illustrates the molecular mechanisms underlying the transition from oxidative to glycolytic muscle fibers in patients with COPD. The capsule-shaped markers in the image represent gene expression levels, with red indicating upregulation and blue indicating downregulation. DEGs are grouped as follows: (1, 2) DEGs from Collagen I versus fibronectin and Geltrex™; (3, 4) DEGs from fibronectin and Geltrex™ versus Collagen I. (**b**) Selected region of the calcium signaling pathway from IPA analysis of DEGs (Collagen I vs. fibronectin). A focused view of the calcium signaling pathway derived from IPA analysis of the DEGs between Collagen I and fibronectin coatings, demonstrating how calcium ion (Ca2+) influx influences slow muscle fiber type development. Upregulated genes, highlighted in bright colors, include calmodulin, *CaMK*, *Mef2*, and *Nfat*, which promote slow muscle fiber development. Downregulated genes are indicated in blue. The arrows of varying colors, thicknesses, and line styles in the figure are explained in the MetaCore and IPA legends placed beside them.

**Figure 5:**
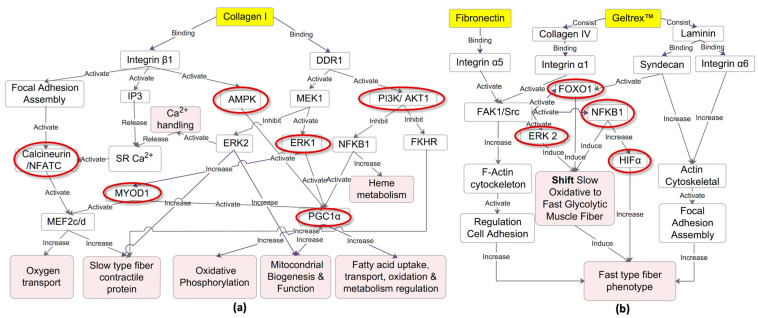
Predicted Regulatory Networks Influencing Muscle Fiber Type Transition by ECM Coatings. (**a**) Collagen I-induced slow fiber type transition: This network model illustrates how Collagen I binding to integrin β1 and DDR1 activates pathways such as calcineurin/NFATC, MEF2, MYOD, AMPK, PI3K/AKT, and ERK1. These pathways collectively drive mitochondrial biogenesis, oxidative phosphorylation, and upregulation of slow-type fiber contractile proteins. Inhibition of FOXO1 and NFKB1 further supports oxidative muscle characteristics. (**b**) fibronectin/Geltrex™-induced fast fiber type transition: This network depicts how fibronectin and Geltrex™ binding to integrins α5, α6, syndecan, and integrin α1 triggers FAK1/Src, ERK2, and HIFα signaling pathways, which promote actin cytoskeleton reorganization and focal adhesion assembly. Activation of HIF1A, FOXO1, NFKB1, and ERK2 facilitates the shift toward the glycolytic muscle fiber phenotype, characterized by the upregulation of fast-twitch fiber markers.

## Data Availability

The processed data, metadata, and raw Illumina FASTQ files have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO Accession number: GSE279968). Other data that support the findings of this study are available on request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26125637/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

AMPK	AMP (Adenosine monophosphate)-activated protein kinase
C2C12^GFP^	C2C12 (Immortalized mouse myoblast cell line) cells expressing green fluorescent protein
COPD	Chronic obstructive pulmonary disease
DEG	Differentially expressed gene
DMD	Duchenne muscular dystrophy
DSHB	Developmental Studies Hybridoma Bank
ERK	Extracellular signal-regulated kinase
FOXO1	Forkhead box O1
GO	Gene Ontology
GSEA	Gene Set Enrichment Analysis
GSKB	Gene Set Knowledge Base
HIF	Hypoxia-inducible factor
IPA	Ingenuity Pathway Analysis
KEGG	Kyoto Encyclopedia of Genes and Genomes
MEF2	Myocyte enhancer factor 2
MYOD	Myogenic differentiation 1 (a muscle-specific transcription factor)
NFATC	Nuclear factor of activated T-cells, cytoplasmic (specific isoform)
NFKB1	Nuclear factor kappa-light-chain-enhancer of activated B cells 1
PCA	Principal component analysis
PI3K	Phosphoinositide 3-kinase

## References

[1] Talbot J., Maves L. (2016). Skeletal muscle fiber type: Using insights from muscle developmental biology to dissect targets for susceptibility and resistance to muscle disease. Wiley Interdiscip. Rev. Dev. Biol..

[2] Tabebordbar M., Wang E.T., Wagers A.J. (2013). Skeletal Muscle Degenerative Diseases and Strategies for Therapeutic Muscle Repair. Annu. Rev. Pathol. Mech. Dis..

[3] Ahn J., Jeong H.E., Kim J., Chung S. (2020). Engineering hydrogel ECM scaffold component for in vitro 3D skeletal muscle tissue. Proceedings of the 21st International Conference on Miniaturized Systems for Chemistry and Life Sciences MicroTAS 2017.

[4] Lee H., Ju Y.M., Kim I., Elsangeedy E., Lee J.H., Yoo J.J., Atala A., Lee S.J. (2020). A novel decellularized skeletal muscle-derived ECM scaffolding system for in situ muscle regeneration. Methods.

[5] Ge X., Jin Y., He J., Jia Z., Liu Y., Xu Y. (2025). Extracellular matrix in skeletal muscle injury and atrophy: Mechanisms and therapeutic implications. J. Orthop. Transl..

[6] Schüler S.C., Liu Y., Dumontier S., Grandbois M., Le Moal E., Cornelison D., Bentzinger C.F. (2022). Extracellular matrix: Brick and mortar in the skeletal muscle stem cell niche. Front. Cell Dev. Biol..

[7] Ahmad K., Shaikh S., Chun H.J., Ali S., Lim J.H., Ahmad S.S., Lee E.J., Choi I. (2023). Extracellular matrix: The critical contributor to skeletal muscle regeneration-a comprehensive review. Inflamm. Regen..

[8] Fujita H., Shimizu K., Nagamori E. (2009). Novel method for fabrication of skeletal muscle construct from the C2C12 myoblast cell line using serum-free medium AIM-V. Biotechnol. Bioeng..

[9] Choi Y.-J., Park S.J., Yi H.-G., Lee H., Kim D.S., Cho D.-W. (2018). Muscle-derived extracellular matrix on sinusoidal wavy surfaces synergistically promotes myogenic differentiation and maturation. J. Mater. Chem. B.

[10] Chan A.H.P., Jain I., Oropeza B.P., Zhou T., Nelsen B., Geisse N.A., Huang N.F. (2023). Combinatorial extracellular matrix cues with mechanical strain induce differential effects on myogenesis in vitro. Biomater. Sci..

[11] Greising S.M., Gransee H.M., Mantilla C.B., Sieck G.C. (2012). Systems Biology of Skeletal Muscle: Fiber Type as an Organizing Principle. Wiley Interdiscip. Rev. Syst. Biol. Med..

[12] Khodabukus A. (2021). Tissue-Engineered Skeletal Muscle Models to Study Muscle Function, Plasticity, and Disease. Front. Physiol..

[13] Lloyd E.M., Pinniger G.J., Murphy R.M., Grounds M.D. (2023). Slow or Fast: Implications of Myofiber Type and Associated Differences for Manifestation of Neuromuscular Disorders. Acta Physiol..

[14] Duffy R.M., Sun Y., Feinberg A.W. (2016). Understanding the Role of ECM Protein Composition and Geometric Micropatterning for Engineering Human Skeletal Muscle. Ann. Biomed. Eng..

[15] Ebrahimi M., Lad H., Fusto A., Tiper Y., Datye A., Nguyen C.T., Jacques E., Moyle L.A., Nguyen T., Musgrave B. (2021). De novo revertant fiber formation and therapy testing in a 3D culture model of Duchenne muscular dystrophy skeletal muscle. Acta Biomater..

[16] Han W.M., Jang Y.C., García A.J., Wagner W.R., Sakiyama-Elbert S.E., Zhang G., Yaszemski M.J. (2020). 2.1.5—The Extracellular Matrix and Cell–Biomaterial Interactions. Biomaterials Science.

[17] Iepsen U.W., Pedersen B.K. (2020). Development of Limb Muscle Dysfunction in Chronic Obstructive Pulmonary Disease: Smoking, Inflammation, or Simply Disuse?. Am. J. Respir. Cell Mol. Biol..

[18] Asfour H.A., Allouh M.Z., Said R.S. (2018). Myogenic regulatory factors: The orchestrators of myogenesis after 30 years of discovery. Exp. Biol. Med..

[19] Lu T., Zhu Y., Guo J., Mo Z., Zhou Q., Hu C.Y., Wang C. (2023). MDFI regulates fast-to-slow muscle fiber type transformation via the calcium signaling pathway. Biochem. Biophys. Res. Commun..

[20] Dessauge F., Schleder C., Perruchot M.-H., Rouger K. (2021). 3D in Vitro Models of Skeletal Muscle: Myopshere, Myobundle and Bioprinted Muscle Construct. Vet. Res..

[21] Sun M., Chi G., Li P., Lv S., Xu J., Xu Z., Xia Y., Tan Y., Xu J., Li L. (2018). Effects of Matrix Stiffness on the Morphology, Adhesion, Proliferation and Osteogenic Differentiation of Mesenchymal Stem Cells. Int. J. Med. Sci..

[22] Thorsteinsdóttir S., Deries M., Cachaço A.S., Bajanca F. (2011). The extracellular matrix dimension of skeletal muscle development. Dev. Biol..

[23] Goetsch K.P., Kallmeyer K., Niesler C.U. (2011). Decorin Modulates Collagen I-Stimulated, but Not Fibronectin-Stimulated, Migration of C2C12 Myoblasts. Matrix Biol..

[24] Lin C.Y., Niwa A., Hou C.Y., Tsai C.M., Chang H. (2020). Bidirectional myofiber transition through altering the photobiomodulation condition. J. Photochem. Photobiol. B.

[25] Lynch C.J., Xu Y., Hajnal A., Salzberg A.C., Kawasawa Y.I. (2015). RNA sequencing reveals a slow to fast muscle fiber type transition after olanzapine infusion in rats. PLoS ONE.

[26] Albuquerque A., Óvilo C., Núñez Y., Benítez R., López-Garcia A., García F., Félix M.D.R., Laranjo M., Charneca R., Martins J.M. (2021). Transcriptomic Profiling of Skeletal Muscle Reveals Candidate Genes Influencing Muscle Growth and Associated Lipid Composition in Portuguese Local Pig Breeds. Animals.

[27] Rasbach K.A., Gupta R.K., Ruas J.L., Wu J., Naseri E., Estall J.L., Spiegelman B.M. (2010). PGC-1α regulates a HIF2α-dependent switch in skeletal muscle fiber types. Proc. Natl. Acad. Sci. USA.

[28] Yamada E., Bastie C.C., Koga H., Wang Y., Cuervo A.M., Pessin J.E. (2012). Mouse skeletal muscle fiber-type-specific macroautophagy and muscle wasting are regulated by a Fyn/STAT3/Vps34 signaling pathway. Cell Rep..

[29] García-Pelagio K.P., Muriel J., O’Neill A., Desmond P.F., Lovering R.M., Lund L., Bond M., Bloch R.J. (2015). Myopathic changes in murine skeletal muscle lacking synemin. Am. J. Physiol. Cell Physiol..

[30] Lunde I.G., Anton S.L., Bruusgaard J.C., Rana Z.A., Ellefsen S., Gundersen K. (2011). Hypoxia inducible factor 1 links fast-patterned muscle activity and fast muscle phenotype in rats. J. Physiol..

[31] Palmer S.J., Taylor K.M., Santucci N., Widagdo J., Chan Y.K., Yeo J.L., Adams M., Gunning P.W., Hardeman E.C. (2012). GTF2IRD2 from the Williams-Beuren critical region encodes a mobile-element-derived fusion protein that antagonizes the action of its related family members. J. Cell Sci..

[32] Delling U., Tureckova J., Lim H.W., De Windt L.J., Rotwein P., Molkentin J.D. (2000). A calcineurin-NFATc3-dependent pathway regulates skeletal muscle differentiation and slow myosin heavy-chain expression. Mol. Cell. Biol..

[33] Zhang S., Chen X., Huang Z., Chen D., Yu B., Chen H., He J., Luo J., Zheng P., Yu J. (2019). Leucine promotes porcine myofibre type transformation from fast-twitch to slow-twitch through the protein kinase B (Akt)/forkhead box 1 signalling pathway and microRNA-27a. Br. J. Nutr..

[34] Wang Y., Pessin J.E. (2013). Mechanisms for fiber-type specificity of skeletal muscle atrophy. Curr. Opin. Clin. Nutr. Metab. Care.

[35] Tu M.K., Levin J.B., Hamilton A.M., Borodinsky L.N. (2016). Calcium signaling in skeletal muscle development, maintenance and regeneration. Cell Calcium.

[36] Mou K., Chan S.M.H., Vlahos R. (2024). Musculoskeletal crosstalk in chronic obstructive pulmonary disease and comorbidities: Emerging roles and therapeutic potentials. Pharmacol. Ther..

[37] Fernández-Costa J.M., Fernández-Garibay X., Velasco-Mallorquí F., Ramón-Azcón J. (2021). Bioengineered in vitro skeletal muscles as new tools for muscular dystrophies preclinical studies. J. Tissue Eng..

[38] Grover C.N., Gwynne J.H., Pugh N., Hamaia S., Farndale R.W., Best S.M., Cameron R.E. (2012). Crosslinking and Composition Influence the Surface Properties, Mechanical Stiffness and Cell Reactivity of Collagen-Based Films. Acta Biomater..

[39] Liu H., Niu A., Chen S.E., Li Y.P. (2011). Beta3-integrin mediates satellite cell differentiation in regenerating mouse muscle. Faseb J..

[40] Huang B., Jiao Y., Zhu Y., Ning Z., Ye Z., Li Q.X., Hu C., Wang C. (2021). Mdfi Promotes C2C12 Cell Differentiation and Positively Modulates Fast-to-Slow-Twitch Muscle Fiber Transformation. Front. Cell Dev. Biol..

[41] Mittal A., Bhatnagar S., Kumar A., Lach-Trifilieff E., Wauters S., Li H., Makonchuk D.Y., Glass D.J., Kumar A. (2010). The TWEAK–Fn14 system is a critical regulator of denervation-induced skeletal muscle atrophy in mice. J. Cell Biol..

[42] Osório Alves J., Matta Pereira L., Cabral Coutinho do Rêgo Monteiro I., Pontes dos Santos L.H., Soares Marreiros Ferraz A., Carneiro Loureiro A.C., Calado Lima C., Leal-Cardoso J.H., Pires Carvalho D., Soares Fortunato R. (2020). Strenuous Acute Exercise Induces Slow and Fast Twitch-Dependent NADPH Oxidase Expression in Rat Skeletal Muscle. Antioxidants.

[43] Shiwarski D.J., Tashman J.W., Tsamis A., Bliley J.M., Blundon M.A., Aranda-Michel E., Jallerat Q., Szymanski J.M., McCartney B.M., Feinberg A.W. (2020). Fibronectin-based nanomechanical biosensors to map 3D surface strains in live cells and tissue. Nat. Commun..

[44] Chaillou T. (2018). Skeletal Muscle Fiber Type in Hypoxia: Adaptation to High-Altitude Exposure and Under Conditions of Pathological Hypoxia. Front. Physiol..

[45] Koma R., Shibaguchi T., Araiso Y., Yamada T., Nonaka Y., Jue T., Masuda K. (2023). TOM complex-independent transport pathway of myoglobin into mitochondria in C2C12 myotubes. Physiol. Rep..

[46] Wayne R. ImageJ. https://imagej.net/ij/.

# Supplementary material for: Enhancing Skeletal Muscle Fiber Type Transition Through Substrate Coating Alteration in Myoblast Cell Culture
**Source:** Int J Mol Sci. 2025 Jun 12;26(12):5637. doi: 10.3390/ijms26125637
**Supplement:** Supplementary file 1

## Supplementary Figures and Tables

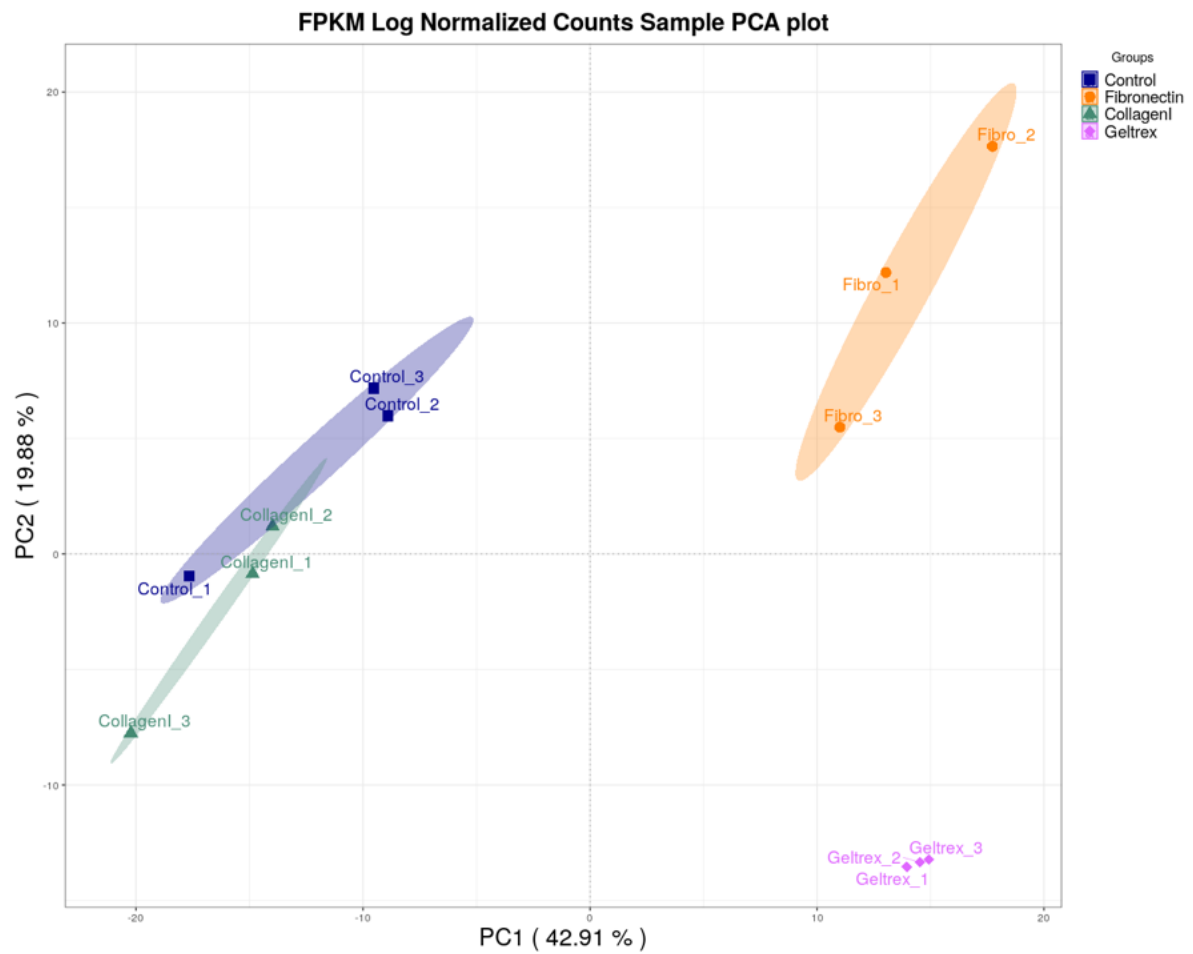

**Figure S1.** Sample Clustering by ECM Coating via Principal Component Analysis (PCA). This PCA plot shows the 6 clustering of replicate RNA-seq samples based on gene expression profiles. Each point represents a sample, and the colors indicate the ECM coating condition: Control (purple), Collagen I (green), Fibronectin (orange), and 8 Geltrex™ (pink). The distinct clustering indicates consistent grouping of samples according to coating type.

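In a principal component analysis of log2 CPM over the tested genes, the first component carried 44.9% of the variance and the second 20.7%. On the first component, the control and Collagen I samples lay between -39.9 and -21.8 and the fibronectin and Geltrex™ samples between 21.5 and 38.8. The second separated fibronectin (-41.2 to -19.5) from Geltrex™ (27.1 to 28.0). Control and Collagen I samples overlapped on the first component, and on the second the control ran from -10.5 to 4.36 and Collagen I from 3.01 to 16.5. The Geltrex™ samples lay closer together than those of any other group. The choice of genes moved the result most, since the 500 most variable genes put 60.1% of the variance on the first component. The paper's plot used FPKM, for which the table gives no gene lengths. With exon lengths from an annotation, chosen after seeing the data, the components carried 51.62% and 22.53%.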

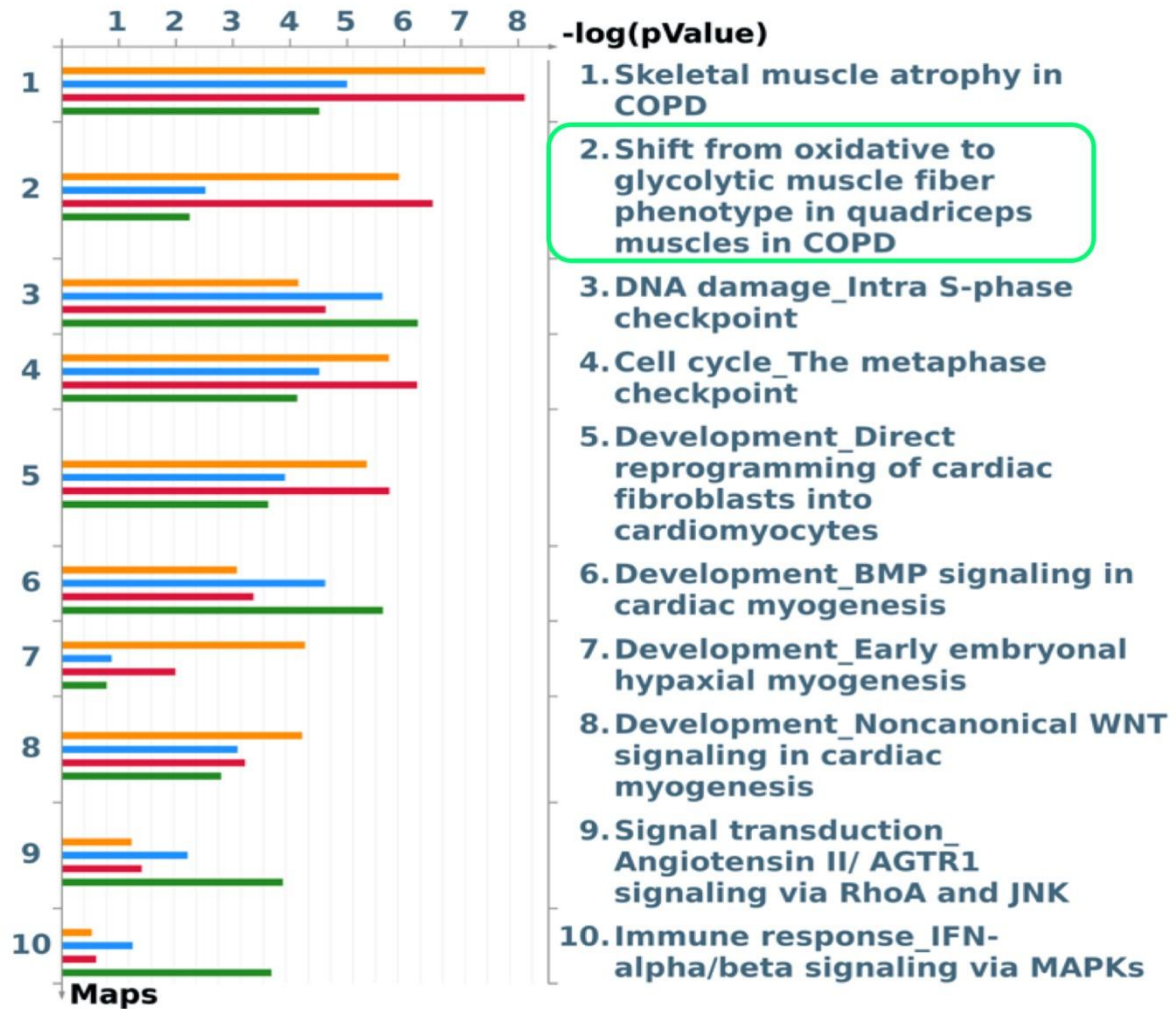

**Figure S2.** MetaCore Pathway Map of Differentially Expressed Genes (DEGs). The MetaCore pathway map presents significantly enriched pathways identified through MetaCore analysis based on a threshold log2fold change of 2 and *p*-adjusted value of 0.05. Pathways are listed on the vertical axis, with the log2fold change on the horizontal axis. DEGs are color-coded by comparison group, with orange for Collagen I vs. Fibronectin, blue for Collagen I vs. Geltrex™, red for Fibronectin vs. Collagen I, and green for Geltrex™ vs. Collagen I. The green box highlights the relevant pathway enrichment maps.

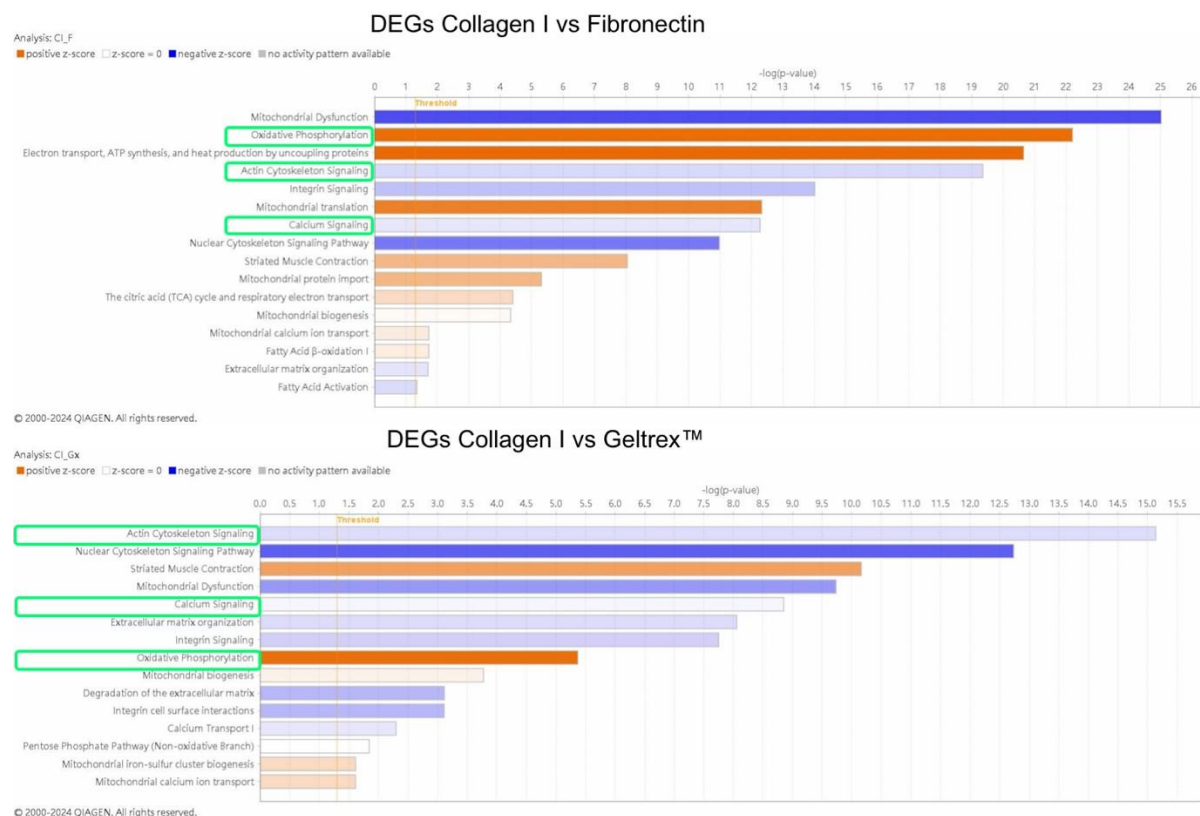

**Figure S3.** IPA Canonical Pathway Analysis. The figure presents the top significantly enriched canonical pathways related to skeletal muscle transition, as identified using ingenuity pathway analysis (IPA) based on log ratio expression with an adjusted  $p$  value of 0.05. The x-axis presents the log ratio expression, whereas the y-axis presents the pathways relevant to the experimental findings. Pathways are color-coded on the basis of z-score activation from blue to red (–1 to 1). The green boxes highlight the most relevant canonical pathways with significant enrichment.

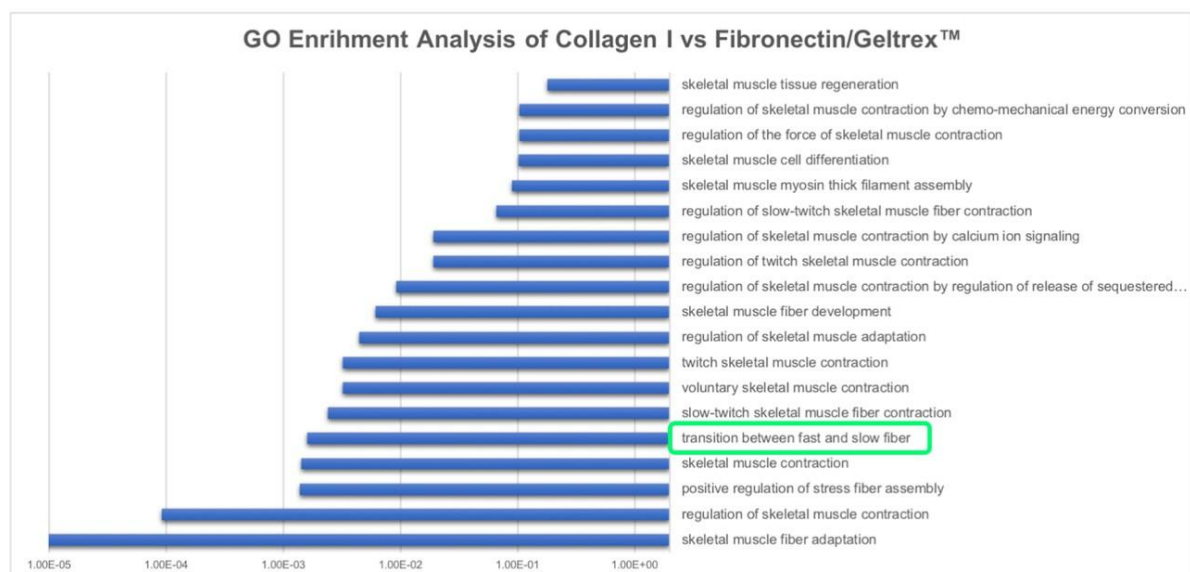

**Figure S4.** Selected Relevant GO Terms from MetaCore Enrichment Analysis of DEGs in Collagen I vs. Fibronectin/Geltrex™. This figure presents key biological processes related to skeletal muscle function and regulation, as identified using the

MetaCore analysis. The x-axis presents the false discovery rates for each selected GO term, whereas the y-axis presents the biological processes deemed most relevant to the experimental context. The green box highlights the GO terms with the most significant enrichment.

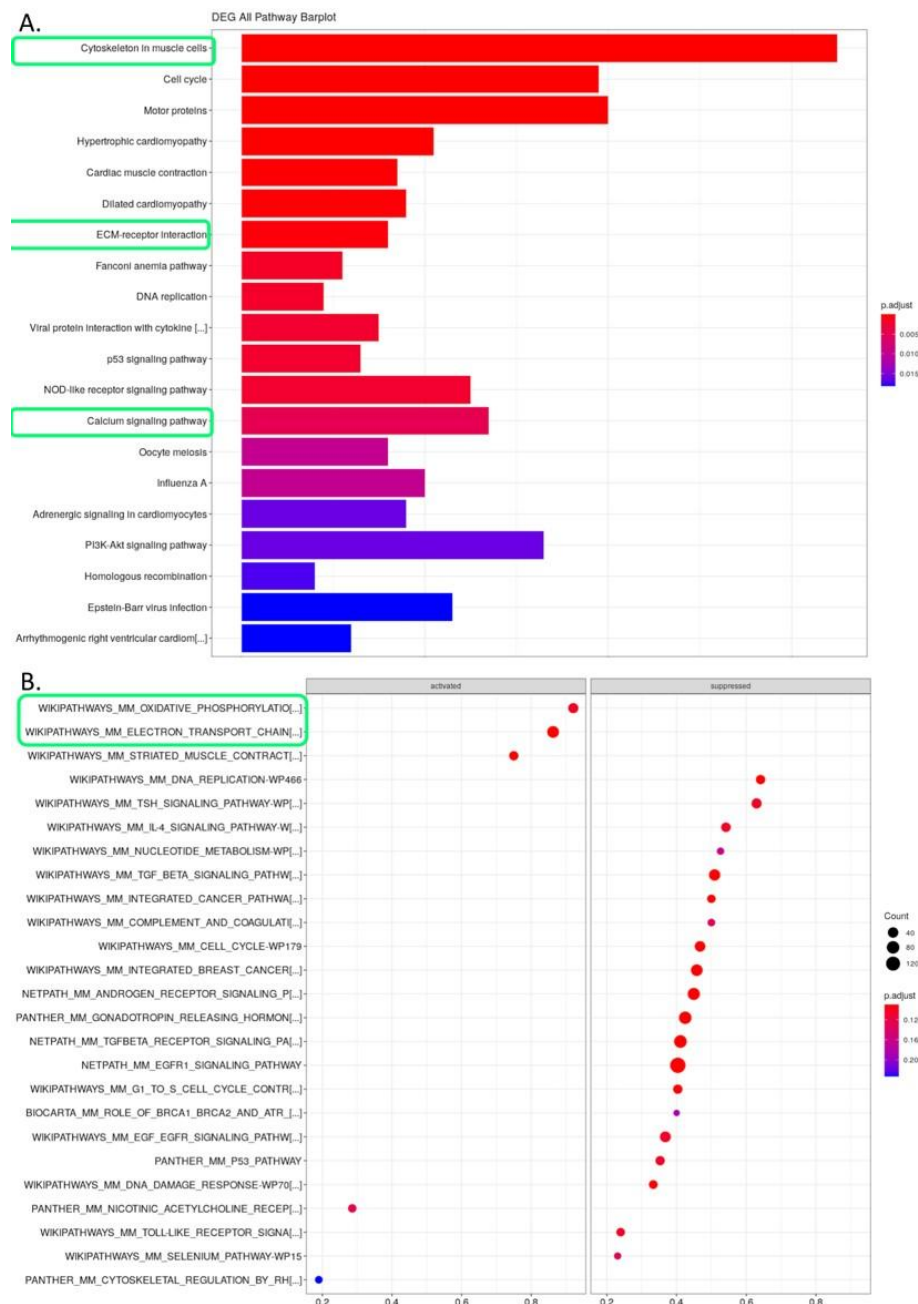

**Figure S5.** KEGG Pathway Analysis and GSEA GSKB Curated Pathway Analysis. **A.** Comparison of pathway enrichment across the top 10 significantly enriched KEGG pathways Collagen I, vs. Geltrex™ coatings, presented as  $-\log(p)$  value). The x-axis presents the gene count, and the y-axis presents the pathways, color-coded by significance levels. The green boxes highlight the pathways with the most relevant enrichment for each coating condition. **B.** The top significantly enriched pathways from the GSEA GSKB curated dataset. The x-axis presents the gene ratio, whereas the y-axis presents the gene sets, with color coding indicating significance. The size of the data points corresponds to the number of core enrichment genes within each pathway. The green boxes highlight the pathways that exhibit the most relevant enrichment.

**Table S1.** Primers Employed in qPCR in this Study

| Gene                      | Forward primer sequence (5'-3') | Reversed primer sequence (5'-3') |
|---------------------------|---------------------------------|----------------------------------|
| <i>Actb</i>               | GTGGAGATTGTTGCCATCAACGA         | TACTCCTTGGAGGCCATGTAG            |
| <i>Pax7</i>               | GACTCGGCTTCTCCATCTCAGCCA        | CTG GCT GTA CTG GTA GC           |
| <i>Myf5</i>               | GCCTGCAAAGCTTGCAAGAGGA          | TAAGTAACTGTCAATTAATTGCCTC        |
| <i>Myod</i>               | GATATGGAGCTTCTATCGCCGCCAC       | TGGATCTAGGACAGACTTCTGCTC         |
| <i>Myf6 (Mrf4)</i>        | CTATTTCTTCTACTTAGATGGAGAA       | ATT TGG TCC TGG CAA GGG          |
| <i>Myog</i><br>(Myogenin) | ACTACCTTCTGTCCACCTTCAG          | ACC TTA CAT GCC CTC GGC AGG C    |
| <i>Hif1a</i>              | GTTTACTAAAGGACAAGTCACC          | TTCTGTTTGAAGGGAG                 |
| <i>Myh7</i>               | TACAAATGCGCAAGTGGTAGC           | GACGGTCTTACCAGCTCCG              |
| <i>Ppargc1a</i>           | AGGTCCCCAGGCAGTAGAT             | CGTGCTCATTGGCTTCATA              |

**Table S2.** Quality Control of RNA Sequencing Results

| Sample      | Raw Read | Raw Base | Clean Read | Clean base | Q20 (%) | Q30 (%) | GC content (%) |
|-------------|----------|----------|------------|------------|---------|---------|----------------|
| Control_1   | 67082010 | 10.1 G   | 59299352   | 8.9 G      | 99.495  | 97.815  | 46.68          |
| Control_2   | 73179112 | 11.1 G   | 64806918   | 9.7 G      | 99.505  | 97.85   | 46.78          |
| Control_3   | 66685794 | 10.1 G   | 58305228   | 8.7 G      | 99.505  | 97.88   | 45.68          |
| CollagenI_1 | 63814472 | 9.6 G    | 55322776   | 8.3 G      | 99.495  | 97.795  | 46.61          |
| CollagenI_2 | 72300322 | 10.9 G   | 63364056   | 9.5 G      | 99.5    | 97.845  | 46.33          |
| CollagenI_3 | 68249500 | 10.3 G   | 59545298   | 8.9 G      | 99.475  | 97.745  | 46.17          |
| Fibro_1     | 75440302 | 11.4 G   | 66014736   | 9.9 G      | 99.5    | 97.825  | 46.87          |
| Fibro_2     | 67636554 | 10.2 G   | 59312962   | 8.9 G      | 99.525  | 97.945  | 45.69          |
| Fibro_3     | 70473300 | 10.6 G   | 62366664   | 9.3 G      | 99.525  | 97.93   | 46.64          |
| Geltrex_1   | 65835272 | 9.9 G    | 56985844   | 8.5 G      | 99.49   | 97.785  | 47             |
| Geltrex_2   | 68379704 | 10.3 G   | 59228890   | 8.8 G      | 99.5    | 97.85   | 47.02          |
| Geltrex_3   | 63522700 | 9.6 G    | 54746972   | 8.2 G      | 99.48   | 97.765  | 46.8           |

Q=Quartile; Fibro: Fibronectin

How the deposited data were processed for this re-analysis (not part of the article)

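RNA-seq of C2C12 GFP cells on uncoated, Collagen I-, fibronectin-, and Geltrex™-coated plates was examined, with 3 samples in each of the 4 groups. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2, and counted them with featureCounts, and the deposited values are raw read counts per gene, 1 column for each of the 12 samples. No replicate was pooled and nothing was normalized or filtered in that table. The paper's text gives no genome build, annotation release, or rule for strand and multiply mapped reads. All 55536 gene identifiers of the table are in the GENCODE M21 annotation of GRCm38, which was used for gene names, positions, exon lengths, and overlaps between genes.

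The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 14499 genes. Libraries were scaled by TMM, and 1 quasi-likelihood model with the 4 groups and 8 residual degrees of freedom gave 6 comparisons. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and DEGs had an adjusted p of at most 0.05 and a fold change of at least 2. The paper names DESeq2 but not the samples in each fit or the threshold behind its DEG numbers, so the threshold that it gives for KEGG was used. The standard error of a log2 fold change was taken as its size divided by the root of the quasi-likelihood F statistic. Where all libraries of a group had at most 3 counts, the fold was computed against 3 counts and given as a lower bound.

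Gene sets were tested with limma 3.58.1's camera at its preset inter-gene correlation of 0.01, two-sided, with adjustment over the 66 tests of 11 sets and 6 comparisons. The value given for a set is the median log2 fold change of its tested genes. The sets were the slow and fast genes of Fig. 3a, the calcium genes of Fig. 4b, and lists of sarcomere, oxidative phosphorylation, glycolysis, cell cycle, myotube, interferon-stimulated, and extracellular matrix genes. The sets taken from the paper's figures rest on these same samples, so tests of them are not independent of those figures. Principal components were computed on log2 CPM with a prior count of 2, centered and not scaled. Genes named in the text are those the paper names from its RNA-seq, the myosin heavy chains and myogenic factors, and, for the comparisons of Collagen I with fibronectin and Geltrex™, the 5 highest and 5 lowest log2 fold changes among DEGs with a mean of at least 1 CPM over the 6 samples and no overlap between the groups. A few genes that the paper names are not reported here.

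Total counts per sample lay between 22520404 and 27351766, and genes with few counts, such as *Synm*, *Ucp3*, *Camk4*, and *Cox7a1*, have wide errors. Bounds and floors cover counting error only, since reads without molecular identifiers are not independent molecules. The pairing of samples comes from the replicate numbers in the sample names. Whether same-numbered samples shared a culture batch is not stated, so the model without a block was the main one.

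Each test was repeated with DESeq2 1.42.0, with RLE normalization, with no filter on low counts, with at least 10 counts in every sample, with only the samples of the groups compared, with the replicate number as a block, with the GC content of the libraries (Table S2) as a covariate, with both of these, and without each sample in turn. DEGs were also counted with no fold change minimum and with a log2 fold change of at least 2, the setting of Fig. S2. Gene sets were also tested with an inter-gene correlation estimated for each set and with fry. Summing the 3 Geltrex™ samples into 1 and a principal component analysis of log2(FPKM + 1) with annotation lengths were added after seeing the data.

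The procedure was tested on simulated data with the real genes' means and library sizes, in which 200 of 14499 genes were changed. edgeR recovered 90.0% of them, with 6 false calls among 186, and DESeq2 recovered 90.0%, with 21 false calls among 201. In the real data far more genes differed, with 6523 at an adjusted p of 0.05 between Collagen I and fibronectin. The Geltrex™ samples also had a lower spread than the other groups. These rates therefore describe the simulated data alone. They cannot be carried over to the reported comparisons, including small fold changes and those with Geltrex™. qPCR, Western blot, and imaging data were not used here, and neither were the pathway databases behind the MetaCore, IPA, KEGG, and GSEA results.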

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

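The tests of GC content and gene length, marker genes, and single samples in this part were chosen only after the results were seen, while the regrouping of the samples was not.

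Interferon-stimulated genes were higher on Geltrex™ than in the control, a signal that the paper's text does not discuss. The median log2 fold change of the 20 tested genes was 2.87, with and without the replicate block (adjusted p = 1.57e-34 by camera; across the alternatives from 1.76e-46 to 0.00514), 19 genes were higher, and every Geltrex™ sample was above every control sample. The smallest value was 1.72, with at least 10 counts required in every sample, a filter that removes genes with few counts in the other groups. The trend with transcript GC content and exon length amounted to at most 0.184 in any gene of the set, and the median was 2.88 after its removal. With each of the 6 samples left out in turn the lowest median was 2.72, so no single sample carries it. RNA from immune cells is not seen, since 8 of 10 immune cell markers were too low to test and the other 2 had a median of -0.033. Geltrex™ is a matrix prepared from a mouse tumor, and RNA carried over with it could add to the counts. Of 7 markers of that tumor, 6 were tested, with a median of 0.36, 3 of them higher and 1 lower as single genes, which limma's cameraPR did not separate from the other genes. All 6 are expressed in the control as well, with highest counts of 5165 to 22527, so their test cannot tell a small addition. The marker that was too low to test, *Lama1*, had at most 7 counts in any Geltrex™ sample and 2 in the control, which goes against a large amount of such RNA. Inflammatory target genes of NF-κB were also higher on Geltrex™, with a median of 0.92, which cameraPR separated from the other genes, and 8 of 10 genes past the threshold, among them *Ccl2* and *Cxcl5*. A candidate explanation is thus an innate immune response of the cells to the matrix or to something carried with it, which remains a hypothesis.

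DNA replication and cell cycle genes were higher than in the control on Geltrex™ (median 1.28, adjusted p = 6.48e-35, range over the alternatives 1.63e-67 to 0.00767) and on fibronectin (median 1.19, adjusted p = 1.48e-37, range 6.16e-72 to 0.00665), where 31 and 30 of 33 genes passed as single genes and the groups did not overlap. With the replicate block the medians were 1.28 and 1.19. The text of the paper does not discuss them. The GC and length trend amounted to at most 0.167 and 0.320 in any gene of the set, and the medians were 1.279 and 1.145 after its removal. Myotube differentiation genes went the other way, with medians of -1.36 on Geltrex™ and -1.66 on fibronectin over the control (adjusted p = 5.59e-32 and 1.77e-65), which may reflect more cycling and fewer fused cells on these coatings at the time of sampling.

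Fibronectin and Geltrex™, which the paper treats together, differed from each other, so their effects relative to Collagen I differ. Between them 577 genes were DEGs, and 1 of the 4 splits of the 6 samples that part the 3 same-numbered pairs gave as many, the real one. The other splits of either kind gave at most 0 DEGs, and 4 splits cannot give a share under 0.05. Fibronectin was lower than Geltrex™ in the slow genes of Fig. 3a (median -0.14, adjusted p = 0.0149), fast sarcomere genes (-0.45, adjusted p = 0.00134), oxidative phosphorylation genes (-0.19, adjusted p = 0.000255), glycolysis genes (-0.31, adjusted p = 6.42e-05), myotube differentiation genes (-0.43, adjusted p = 8.63e-08), and interferon-stimulated genes (-3.46, adjusted p = 2.17e-55). With the replicate block there were 575 DEGs, and the medians were -0.15, -0.45, -0.20, -0.31, -0.43, and -3.45. Same-numbered fibronectin and Geltrex™ samples deviated from their group means with a mean correlation of -0.018. All samples of the groups were apart for these sets except for the slow genes, where 2 of 3 fibronectin samples were below all Geltrex™ samples. With the correlation between genes estimated, only the interferon-stimulated genes passed (adjusted p = 0.00227, range over the alternatives 1.82e-75 to 0.00227), and the others had adjusted p-values of 0.21 to 0.521 (range over the alternatives 9.45e-15 to 0.521). The slow genes did not pass with the GC covariate (adjusted p = 0.0936) or without fibronectin replicate 3 (0.0735) either. *Foxo1* was higher on fibronectin than on Geltrex™ by 0.50 (adjusted p = 0.00097, range over the alternatives 1.23e-05 to 0.0669), in 3 of 3 samples, and did not pass only with the Geltrex™ samples summed into 1, which leaves 1 sample in that group and the log2 fold change at 0.51. The low spread of the Geltrex™ samples limits how far these tests can be taken, since the main test treats them as 3 independent cultures. All 6 comparisons share 1 estimate of the spread, so p-values in those without Geltrex™ may be too small as well. In fits of only the compared groups, 39 genes passed an adjusted p of 0.05 between Collagen I and the control, compared with 162. For Collagen I against fibronectin the number fell from 6523 to 5426, and against Geltrex™ it rose from 5384 to 5772. Such fits have fewer samples, which by itself lowers what can pass.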

How the results depend on the processing

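The alternatives were set before the data were examined, except the summing of the Geltrex™ samples and the FPKM analysis. The FPKM alternative set at first needed gene lengths from the table, which gives none, and was not run in that form. Of 158 single gene results, 107 kept their direction and their side of the threshold under every alternative that was run for them, as did 23 of 46 gene set results, among them the slow genes of Fig. 3a against fibronectin (median 1.70 to 1.90 across the alternatives) and Geltrex™ (1.36 to 1.58). The filter of at least 10 counts in every sample kept the genes of 135 of the 158 and a fit of only the compared groups those of 155, and the summing bears on 75 of them and on 24 of the gene set results. The cause was not tested for any of the changes given here.

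The numbers of DEGs changed most with the threshold. With no fold change minimum they were 6523 for Collagen I against fibronectin, 5384 against Geltrex™, and 162 against the control, 4618 for fibronectin and 4786 for Geltrex™ against the control, and 2805 for fibronectin against Geltrex™. With a log2 fold change of at least 2 they were 263, 330, 2, 170, 271, and 150. With at least 10 counts in every sample they were 790, 855, 851 for Geltrex™ against the control, and 361 for fibronectin against Geltrex™. Between Collagen I and the control, no filter gave 43 and a fit of only these groups 10, and leaving out 1 sample gave 10 to 25. With the Geltrex™ samples summed, fibronectin and Geltrex™ differed in 357 DEGs. The other counts stayed within 1.5 times the reported one.

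The oxidative phosphorylation genes did not pass with the estimated inter-gene correlation against fibronectin (0.49, adjusted p = 0.185, range over the alternatives 3.77e-27 to 0.185) or Geltrex™ (0.30, adjusted p = 0.388, range 1.50e-14 to 0.388). The fast genes of Fig. 3a passed against fibronectin with fry (-0.19, adjusted p = 0.0294, range 0.0294 to 0.585) and did not pass against Geltrex™ with the GC covariate (-0.23, adjusted p = 0.0584) or the estimated correlation (-0.36, adjusted p = 0.289, range 0.000192 to 0.289). For the calcium genes the tested direction was up on Collagen I in every setting, also where the median was under 0. They passed against fibronectin with the GC covariate (-0.0016, adjusted p = 0.0353), with this and the replicate block (-0.0026, adjusted p = 0.0342), with fry (-0.0058, adjusted p = 0.0269), and, with the median above 0, with DESeq2 (0.021, adjusted p = 0.035) and without Collagen I replicate 3 (0.036, adjusted p = 0.0184) or fibronectin replicate 1 (0.040, adjusted p = 0.0497). The median was also above 0 with no filter (0.027) and with at least 10 counts in every sample (0.057), and ran from -0.060 to 0.040 without 1 sample. Against Geltrex™ they passed with DESeq2 (0.036, adjusted p = 0.046), a fit of only the compared groups (0.047, adjusted p = 0.0445), the GC covariate (0.027, adjusted p = 0.0223), this and the block (0.044, adjusted p = 0.0322), fry (0.061, adjusted p = 0.0339), and without Collagen I replicate 3 (0.040, adjusted p = 0.0184), and ran from 0.040 to 0.068 without 1 sample. Across the alternatives the adjusted p ranged from 0.0184 to 0.538 against fibronectin and from 0.0184 to 0.532 against Geltrex™. The interferon-stimulated genes against fibronectin ran from -0.057 to 0.24 without 1 sample.

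The first component carried 60.05% of the variance with the 500 most variable genes, 51.62% with FPKM, and 43.57% to 48.13% without 1 sample. The second carried 22.53% with FPKM and 16.81% to 22.68% without 1 sample.

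Single genes reversed only where the log2 fold change was small. For *Hdac9* against Geltrex™ it was -0.010 with DESeq2, -0.0089 with RLE, -0.0065 with no filter, -0.012 with the replicate block, -0.012 with the GC covariate, -0.13 with both, -0.0030 with the Geltrex™ samples summed, and -0.16 to 0.11 without 1 sample. For *Actn3* against Geltrex™ it was 0.0026 with at least 10 counts in every sample, 0.0082 with the GC covariate, 0.00033 with this and the block, and -0.050 to 0.014 without 1 sample. For *Myl2* against the control it was -0.0023 with at least 10 counts in every sample, -8.1e-05 with the replicate block, and -0.093 to 0.060 without 1 sample. For *Pik3ca* against Geltrex™ it was -0.0069 with the GC covariate, -0.015 with this and the block, and -0.019 to 0.077 without 1 sample. For *Acadm* against Geltrex™ it was 0.015 with the GC covariate and the block. Without 1 sample, the ranges against fibronectin were -0.0010 to 0.13 for *Akt1*, -0.089 to 0.0056 for *Camk2g*, -0.091 to 0.020 for *Hdac4*, -0.019 to 0.12 for *Mef2d*, and -0.049 to 0.31 for *Nfatc4*. Against Geltrex™ they were -0.0072 to 0.088 for *Atp5f1b*, -0.10 to 0.015 for *Ppard*, and -0.0046 to 0.13 for *Ppp3ca*, and against the control -0.084 to 0.063 for *Tnni1*.

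Among the single gene results, 12 were weaker and 11 stronger in 1 or more of the fits without 1 sample, and 7 were stronger and 3 weaker with the GC covariate. With the Geltrex™ samples summed 12 no longer passed, while their log2 fold changes moved by at most 0.0049. That setting leaves 1 sample in the group, which by itself lowers what can pass, so the loss speaks neither for nor against them. No filter on low counts made 6 stronger and 3 weaker, the GC covariate with the block 6 and 2, DESeq2 2 and 1, RLE normalization 1 and 2, and a fit of only the compared groups 2 and 2. The replicate block and at least 10 counts in every sample each made 2 weaker. Low counts limit *Ucp3*, *Camk4*, *Synm*, *Tnni3*, and *Cox7a1*, whose log2 fold changes had standard errors of 0.26 to 0.69 against fibronectin and Geltrex™, so that small changes were out of reach.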

Differences from the paper's values

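No value that the paper states for these data differed from the value found here by more than the replicate error and 1.5 times.

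For several genes the direction or call differs from the paper's text. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another tool is named. The paper's results list *Nfkb* and *Foxo1* among regulators upregulated on Collagen I, while its discussion has them overexpressed on fibronectin and Geltrex™ and the legend of Fig. 5 has them inhibited on Collagen I. *Nfkb1* was lower on Collagen I (-0.46 against fibronectin and -0.51 against Geltrex™), against the first statement and in the direction of the others. So was *Foxo1* against fibronectin (-0.39), and it did not differ from Geltrex™ (0.11). *Mapk3* (ERK1) had 0.19 and 0.15 and was called higher than on fibronectin only without Collagen I replicate 2 (0.26, adjusted p = 0.0494). Of the *Mef2* genes *Mef2c* was higher, *Mef2a* was called lower in some settings and higher in none, and *Mef2d* was called higher only against Geltrex™ with the GC covariate (0.25, adjusted p = 0.039). *Esrra* passed against Geltrex™ only with the GC covariate (0.64, adjusted p = 0.0128) and with this and the replicate block (0.74, adjusted p = 0.00326). No setting called *Ppard*.

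Relative to the control, *Foxo1* was 0.13 on fibronectin, which no setting called, and -0.38 on Geltrex™.

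The paper states that *Hk2* and *Synm* were higher on fibronectin and Geltrex™ than on Collagen I. *Hk2* passed only against Geltrex™ in a fit of these groups alone (-0.18, adjusted p = 0.047), and no setting called *Synm*. *Gtf2ird1* passed against fibronectin with DESeq2 (-0.21, adjusted p = 0.030), RLE normalization (-0.20, adjusted p = 0.0402), the GC covariate (-0.19, adjusted p = 0.0394), and without fibronectin replicate 2 (-0.24, adjusted p = 0.0388). The paper describes the fast genes of Fig. 3a as downregulated on Collagen I. As a set they were lower than on Geltrex™ (-0.36, adjusted p = 0.0259 by camera), with 10 of 15 genes lower, and passed against fibronectin only with fry (-0.19, adjusted p = 0.0294), while *Myh4* was higher on Collagen I than on both coatings (1.41 and 1.70) and *Actn3* higher than on fibronectin (0.48). It describes *Myh7*, *Myh6*, *Myl2*, and *Ppargc1a* as increased on Collagen I, and all 4 were higher there than on fibronectin (1.85, 2.48, 2.92, and 1.06) and Geltrex™ (1.87, 2.35, 3.08, and 1.38) in every setting. Relative to the control, *Myh7* passed only with no filter on low counts (adjusted p = 0.0114), and *Ppargc1a* with no filter (adjusted p = 0.00515), with DESeq2 (adjusted p = 0.0425), and without Collagen I replicate 3 (adjusted p = 0.0179). No setting called *Myh6*, *Myl2*, *Tnnt1*, *Tnni1*, or *Tnnc1* between Collagen I and the control.

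The paper states that *Ppp3ca* and *CaMK* were higher and *Hdac* lower on Collagen I. No setting called *Ppp3ca*. Of the CaMK genes, *Camk2a* (1.22 and 0.76) and *Camk2b* (1.95 and 1.77) were higher than on fibronectin and Geltrex™ in every setting. *Camk2g* was lower than on Geltrex™ (-0.30), and *Camk4* was lower than on fibronectin (-1.73), except without Collagen I replicate 3 (adjusted p = 0.0509). No setting called *Camk4* against Geltrex™, where its log2 fold change was above 0. *Hdac5* was higher than on fibronectin (0.62), *Hdac4* was called in no setting, *Hdac7* was called lower only against Geltrex™ without Collagen I replicate 3 (-0.39, adjusted p = 0.0399), and *Hdac9* was lower than on fibronectin but called in no setting against Geltrex™. The paper assigns calcineurin/NFAT signaling to Collagen I, where the *Nfatc1* transcript was lower (-0.54 and -0.35). It lists calcium signaling among the significant pathways. The calcium set was called up on Collagen I against both coatings with DESeq2 (adjusted p = 0.035 and 0.046), the GC covariate (0.0353 and 0.0223), this and the block (0.0342 and 0.0322), fry (0.0269 and 0.0339), and without Collagen I replicate 3 (0.0184 and 0.0184), against fibronectin also without fibronectin replicate 1 (0.0497), and against Geltrex™ in a fit of these groups alone (0.0445).

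The paper lists *Ucp3*, *Atp5f1a*, *Atp5f1b*, *Atp5po*, *Acadm*, and *Cox7a1* among the mitochondrial genes that differ or rise on Collagen I. *Ucp3* passed only against Geltrex™ without Geltrex™ replicate 1 (1.88, adjusted p = 0.0345). *Atp5f1a*, *Atp5f1b*, *Acadm*, and *Cox7a1* passed against fibronectin and in no setting against Geltrex™. *Atp5po* passed against Geltrex™ in a fit of these groups alone (0.30, adjusted p = 0.0237), with the GC covariate (0.44, adjusted p = 0.017), and with this and the block (0.51, adjusted p = 0.00383). The paper lists *Pi3kca* and *Akt1* as differentially regulated and *Myod* as upregulated on Collagen I. No setting called *Pik3ca* or *Akt1*, and *Myod1* passed only against Geltrex™ without Collagen I replicate 2 (0.28, adjusted p = 0.0288).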

Other observations

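The tests of GC content and length, of the balance of slow to fast genes, of mitochondrial genes, and of the spread of the Geltrex™ samples were chosen only after the results were seen. The tests of the sarcomere, myotube, and control explanations and the regrouping of the samples were not.

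Slow fiber genes were lower on fibronectin and Geltrex™ than on Collagen I, and 3 explanations other than a switch of fiber type were examined. If sarcomere genes of both types were lower on those coatings, fast sarcomere genes should be higher on Collagen I too, and their medians were 1.96 against fibronectin and 1.28 against Geltrex™. If differentiation was less advanced or more cells were cycling there, myotube differentiation genes should be higher on Collagen I and cell cycle genes lower, and their medians were 1.70 and -1.29 against fibronectin and 1.21 and -1.43 against Geltrex™. If Collagen I itself raised the slow genes, they should be above the control. Their median over the control was 0.073 (0.063 to 0.17 without 1 sample), and 24 of 27 genes were higher. The mean level of the set was higher in every Collagen I sample than in every control sample, so a small increase on Collagen I remains possible. Most of the difference lies in fibronectin and Geltrex™ being below the control, with medians of -1.67 and -1.41. GC content and gene length do not account for it, since the medians were 1.65 and 1.52 after removal of that trend. These transcript levels go with a lower or later expression of the contractile program of both fiber types on fibronectin and Geltrex™. The paper has other evidence, which was not used here. Its Western blots gave a higher ratio of fast to slow proteins on both coatings than in the control. Its staining for fast myosin was higher on Geltrex™ and slightly lower on fibronectin. By qPCR it judged differentiation comparable to the control. RNA and protein are unlike measures, and the day of RNA sampling is not stated.

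The balance of slow to fast sarcomere genes was also examined. The mean log2 level of slow minus fast sarcomere genes was 0.526 ± 0.026 on Collagen I (SD, n = 3), 0.31 ± 0.055 in the control, 0.215 ± 0.025 on fibronectin, and 0.017 ± 0.039 on Geltrex™. Collagen I was above fibronectin by 0.311 and above Geltrex™ by 0.509, and each of the 3 Collagen I samples was above all 9 other samples. An exact test of 3 samples against 3 cannot give a p under 0.1 whatever the values, so it says nothing for or against this difference. The shift against fibronectin rests on means, since the median log2 fold changes of the slow and fast sets were 1.93 and 1.96 there (1.71 and 1.28 against Geltrex™). *Myh7* made up 11.7% ± 1.53 of the counts on the adult myosin heavy chains *Myh1*, *Myh2*, *Myh4*, and *Myh7* on Collagen I, 6.73% ± 0.686 in the control, 7.65% ± 0.367 on fibronectin, and 7.60% ± 0.336 on Geltrex™. A shift of fiber type on Collagen I may act together with the difference in differentiation, and these data cannot tell them apart.

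Oxidative phosphorylation genes were higher on Collagen I, with medians of 0.49 against fibronectin and 0.30 against Geltrex™. Removal of the GC and length trend lowered these to 0.29 and 0.15, so this trend may account for a large share of the difference. The set was still apart from the other genes by limma's cameraPR at the preset correlation between genes. With that correlation estimated, camera did not separate the set even before removal of the trend (adjusted p = 0.185 and 0.388). If there were more mitochondria per cell, the 13 protein-coding genes of the mitochondrial genome should rise as well. Their medians were 0.506 and 0.541 (cameraPR, unadjusted p = 0.0274 and 0.0261), with 13 and 12 genes higher and 3 and 4 past the threshold as single genes. This test used the preset correlation between genes. The correlation among the mitochondrial genes was not estimated, so its p-values may be too small. Collagen I replicate 3 had 11.5% of its counts on mitochondrial genes, compared with 6.90% and 6.39% in the other Collagen I samples and 4.56% to 6.21% on fibronectin. The control samples ran from 5.14% to 8.28%, a range that holds the other Collagen I samples. Replicate 3 also had the lowest share of clean read pairs counted on genes (78.4%). More mitochondria per cell may contribute, and the weight of this sample in the mitochondrial test was not examined.

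The numbers of DEGs were compared with those of other splits of the same 6 samples. Of the 4 splits that part the 3 same-numbered pairs, 1 gave as many DEGs for each of the 6 comparisons, the real one, and the others gave at most 0. The 6 splits that part only 1 pair also gave at most 0. With 4 splits the share cannot fall under 0.05.

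The 3 Geltrex™ samples were closer to each other than the samples of the other groups. Among genes with enough counts, 26.4% differed between them at an unadjusted chi-square p under 0.05, compared with 62.0% to 64.9% in the other groups, and the common biological coefficient of variation was 3.73%, compared with 11.0% in the control, 11.9% on Collagen I, and 11.3% on fibronectin. They are not a single library sequenced more than once, for which about 5% would differ. They may be libraries from cultures handled together or from 1 culture, and nothing measured here separates these cases.

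Several transcripts bear on the qPCR panels of the paper without being measured in the same samples. *Myog* was at 285 ± 7.74 CPM on Collagen I, 272 ± 38.8 CPM in the control, 63.6 ± 12.4 CPM on fibronectin, and 80.4 ± 3.27 CPM on Geltrex™, with log2 fold changes of 2.16 and 1.82 (adjusted p = 7.49e-09 and 3.21e-08). The myosin heavy chain genes *Myh1* (1.14 and 1.13), *Myh2* (1.00 and 0.99), *Myh3* (2.11 and 1.77), and *Myh8* (2.30 and 1.64) were higher on Collagen I than on fibronectin and Geltrex™ as well, all past the threshold. They are paralogs, so reads could have been split among them, and their ranges without 1 sample stayed above 0, for *Myh8* from 2.11 to 2.43 and from 1.51 to 1.74. *Ddr1*, a collagen receptor gene, had log2 fold changes of 0.27 and 0.19 (adjusted p = 0.0762 and 0.234) and passed in both comparisons with the GC covariate (0.29 and 0.38, adjusted p = 0.0069 and 0.00412, range over the alternatives 0.0069 to 0.325 and 0.00412 to 0.551).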
